# Epigenetic treatment of behavioral and physiological deficits in a tauopathy mouse model

**DOI:** 10.1111/acel.13456

**Published:** 2021-09-21

**Authors:** Wei Wang, Qing Cao, Tao Tan, Fengwei Yang, Jamal B. Williams, Zhen Yan

**Keywords:** Alzheimer’s disease, EHMT, excitability, histone methyltransferase, memory, prefrontal cortex, synaptic function, Tau

## Abstract

Epigenetic abnormality is implicated in neurodegenerative diseases associated with cognitive deficits, such as Alzheimer's disease (AD). A common feature of AD is the accumulation of neurofibrillary tangles composed of hyperphosphorylated tau. Transgenic mice expressing mutant P301S human tau protein develop AD‐like progressive tau pathology and cognitive impairment. Here, we show that the euchromatic histone‐lysine N‐methyltransferase 2 (EHMT2) is significantly elevated in the prefrontal cortex (PFC) of P301S Tau mice (5–7 months old), leading to the increased repressive histone mark, H3K9me2, which is reversed by treatment with the selective EHMT inhibitor UNC0642. Behavioral assays show that UNC0642 treatment induces the robust rescue of spatial and recognition memory deficits in P301S Tau mice. Concomitantly, the diminished PFC neuronal excitability and glutamatergic synaptic transmission in P301S Tau mice are also normalized by UNC0642 treatment. In addition, EHMT inhibition dramatically attenuates the hyperphosphorylated tau level in PFC of P301S Tau mice. Transcriptomic analysis reveals that UNC0642 treatment of P301S Tau mice has normalized a number of dysregulated genes in PFC, which are enriched in cytoskeleton and extracellular matrix organization, ion channels and transporters, receptor signaling, and stress responses. Together, these data suggest that targeting histone methylation enzymes to adjust gene expression could be used to treat cognitive and synaptic deficits in neurodegenerative diseases linked to tauopathies.

## 1 INTRODUCTION

Intracellular accumulation of neurofibrillary tau tangles is the common hallmark of Alzheimer's disease (AD; Dubois et al., 2014). Tau, a microtubule (MT)­associated protein, is critically involved in MT assemble and stabilization. Normal phosphorylation of tau controls the dynamics of MT, establishing neuronal polarity, axonal outgrowth, and axonal transport (Caceres & Kosik, 1990; Harada et al., 1994; Wang & Mandelkow, 2016). Abnormally hyperphosphorylated tau assembles tau into tangles of filaments and breaks down MTs, which disrupts synaptic functions and leads to synapse loss correlated with cognitive impairment prior to overt neurodegeneration (Alonso et al., 1996; Hoover et al., 2010; Mielke et al., 2017). However, there are currently limited treatment options for tau pathology‐linked disorders including AD.

Emerging evidence shows that epigenetic factors that integrate environmental factors (e.g., aging) into chromatin remodeling can alter neuronal functions, which contributes to the cognitive decline linked to neurodegenerative diseases (Nativio et al., 2018; Sen et al., 2016). Controlling gene expression through epigenetic regulation, including chromatin remodeling and histone modification, provides a potential avenue to restore synaptic and cognitive plasticity in AD (Li et al., 2019; Yuan et al., 2020).

A key epigenetic regulator of neuronal function, the euchromatichistone‐lysine N‐methyltransferase (EHMT), which represses genes through histone 3 lysine 9 (H3K9) methylation (Tachibana et al., 2005), targets most of genes involved in learning and memory in *Drosophila* (Kramer et al., 2011). Human databases have shown that the expression of EHMT1 in the frontal cortex increases with age and positively correlates with AD progression (Lu et al., 2004; Sharma et al., 2017; Yuan et al., 2020). Ablation of the negative regulator, H3K9 methylation, prevents Aβ‐induced plasticity deficits in hippocampal neurons (Sharma et al., 2017), improves cognitive behavior in an Aβ‐linked familial AD model (Zheng et al., 2019) mitochondrial function in aging mice (Yuan et al., 2020).

The therapeutic potential of targeting EHMT to treat tau‐mediated neurodegenerative disorders remains unknown. To address this, we used a transgenic mouse model expressing human tau bearing P301S mutation, which develops filamentous tau lesions at 6 months of age (Yoshiyama et al., 2007; Zhang et al., 2014). Prefrontal cortex (PFC), a key target region of AD that is critical for high‐level cognitive function (Maillet & Rajah, 2013; Spellman et al., 2015; Tan et al., 2021; Yan & Rein, 2021), was focused. We discovered that euchromatic histone‐lysine *N*‐methyltransferase 2 (EHMT2) was significantly elevated in PFC of P301S Tau mice, and inhibition of EHMT led to the amelioration of behavioral and synaptic deficits, as well as the normalization of large‐scale gene expression. It supports the potential of EHMT as a target for the treatment of tauopathies, including AD.

## 2 RESULTS

### 2.1 P301S Tau transgenic mice exhibit the increased level of EHMT2 and H3K9me2, and EHMT inhibition rescues their memory deficits

Given the positive correlation of increased EHMT1 in the human frontal cortex with AD progression (Lu et al., 2004; Sharma et al., 2017; Yuan et al., 2020; Zheng et al., 2019), we examined the level of EHMT1 (GLP) and EHMT2 (G9a) in the PFC of an AD‐associated mouse model, P301S Tau mice (Mathys et al., 2019; Yoshiyama et al., 2007; Zhang et al., 2014). Quantitative PCR data showed that the mRNA level of EHMT2 in the PFC slices from P301S Tau mice (~6 months old) was significantly higher than that from WT mice (Figure 1a, *n* = 6 pairs, *t*_(10)_ = 3.6, *p* = 0.0045, *t* test), while the mRNA level of EHMT1 was largely unchanged. Immunostaining of brain slices demonstrated that EHMT2 level in PFC neurons (NeuN+) from P301S Tau mice (~6 months old) was significantly increased (Figure 1b, WT: 1.0 ± 0.04, Tau: 1.40 ± 0.09, *n* = 12–14 slices from 2 to 3 mice each group, *t*_(24)_ = 4.0, *p* < 0.001, *t* test). EHMT1/2 specifically catalyzes H3K9 dimethylation (H3K9me2). We found that the level of H3K9me2 was significantly elevated in PFC neurons (NeuN+) of P301S Tau mice (Figure 1c). Treatment with UNC0642 (1 mg/kg, i.p., once daily for 3 days), a brain‐penetrant, highly selective and potent EHMT1/2 inhibitor (Kim et al., 2017; Liu et al., 2013), significantly reduced the elevated H3K9me2 level in P301S Tau mice (Figure 1c, *n* = 10–16 slices, 2–4 mice/group, *F*_1,46(interaction)_ = 58.3, *p* < 0.001, *F*_1,46(genotype)_ = 92.7, *p* < 0.001, *F*_1,46(treatment)_ = 65.5, *p* < 0.001; *p* < 0.001, two‐way ANOVA). No significant changes were found in the number of NeuN + neurons (*p* > 0.05, *t* test), suggesting the lack of obvious neuronal loss at this age of Tau mice.

**FIGURE 1:**
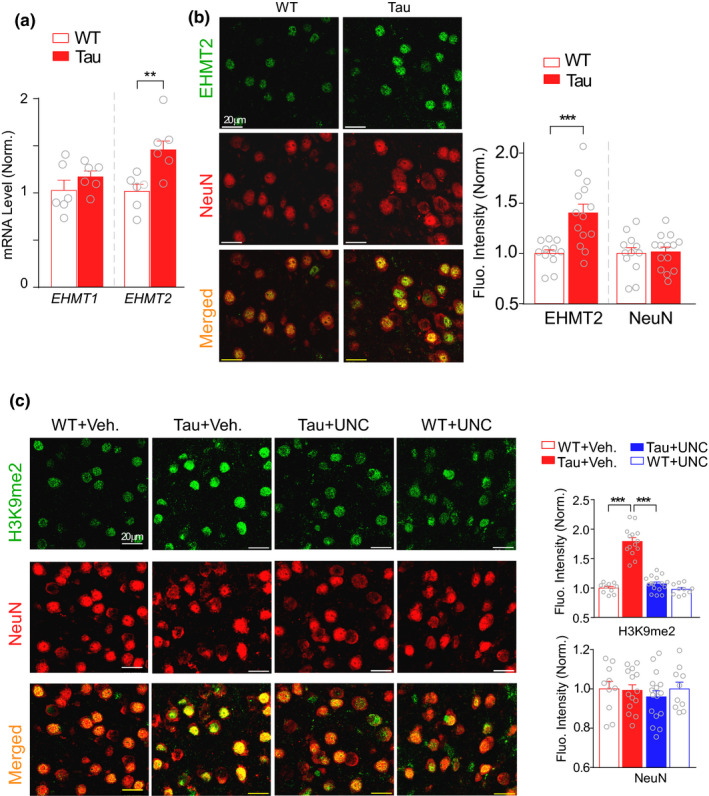
EHMT2 and H3K9me2 levels are significantly elevated in PFC neurons of P301S Tau mice. (a) Bar graphs showing *EHMT1* and *EHMT2* mRNA levels in PFC from WT and P301S Tau mice (**p < 0.01, *t* test). (b) Representative confocal images and quantification of the intensity of EHMT2 and NeuN immunofluorescent signals in PFC from WT vs. P301S Tau mice (***p < 0.001, *t* test). Merged images show the colocalization of EHMT2 and NeuN. (c) Representative confocal images and quantification of the intensity of H3K9me2 and NeuN signals in PFC from WT versus P301S Tau mice treated with EHMT inhibitor UNC0642 (1 mg/kg, i.p., 3x) or vehicle control (***p < 0.001, two‐way ANOVA). Merged images show the colocalization of H3K9me2 and NeuN

Given the elevation of EHMT2, we next tested whether EHMT inhibition could alleviate cognitive deficits in P301S Tau mice (5–7 months old). We first performed Barnes maze (BM), an assay to test the animal's retention and retrieval of spatial memory by recalling the location of one correct hole (where an escape box was attached in the training phases) from seven other incorrect holes on a round platform based on visual cues (Zheng et al., 2019). As shown in Figure 2a,b, compared with WT mice, P301 Tau mice spent significantly less time exploring the correct hole (T1) and more time exploring the seven incorrect holes (T2), while UNC0642‐treated Tau mice had significantly increased time on the correct hole and decreased time on the incorrect holes (*n* = 7–8 mice/group, *F*_3,54(interaction)_ = 17.05, *p* < 0.0001, two‐way ANOVA). Accordingly, the spatial memory index (T1/T2) was markedly lower in P301S Tau mice than WT animals, which was significantly elevated by UNC0642 treatment (Figure 2c, *F*_1,27(interaction)_ = 10.03, *p* = 0.0038, two‐way ANOVA). Consistent improvement on spatial memory was observed in almost every examined P301S Tau mouse treated with UNC0642 (Figure 2d, *t*_(7)_ = 4.71, *p* = 0.0022, paired *t* test). The therapeutic effect of a brief UNC0642 administration on spatial memory deficits in P301S Tau mice sustained at least 4 days after the cessation of treatment (Figure 2e, *n* = 7–8 mice/group, *F*_9,81(interaction)_ = 3.34, *p* = 0.0016, two‐way rmANOVA).

**FIGURE 2:**
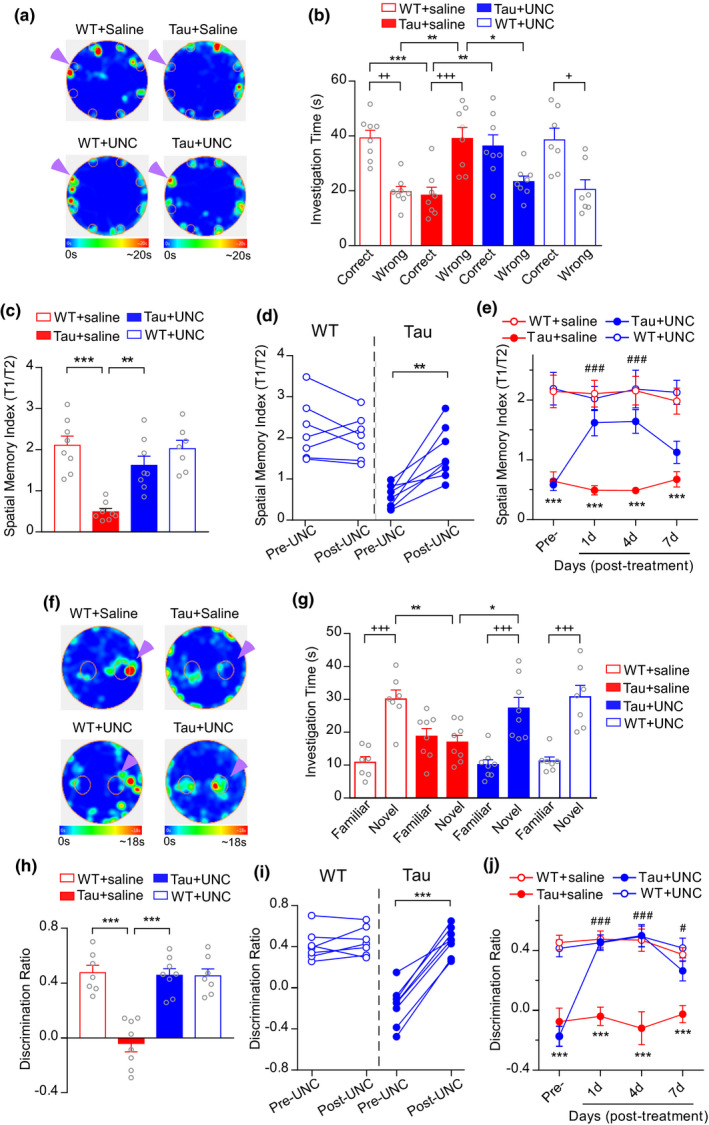
Administration of EHMT inhibitor UNC0642 improves cognitive function in P301S Tau mice. (a) Heat maps depicting the topographical time distribution in BM tests of WT versus P301S Tau mice treated with UNC0642 (1 mg/kg, i.p., 3x) or saline. Locations of the correct holes are labeled with arrowheads. (b, c) Bar graphs showing the investigation time (T1: on the correct hole; T2: on the seven incorrect holes) (b) and the spatial memory index (T1/T2) (c) during BM tests of all groups (b: ^++^ *p* < 0.01, ^+++^ *p* < 0.001, T1 vs. T2; *p < 0.05, **p < 0.01, ***p < 0.001, two‐way ANOVA; c: **p < 0.01, ***p < 0.001, two‐way ANOVA). (d) Scatter plots showing the BM spatial memory index of individual mice pre‐ and post‐treatment of UNC0642 (**p < 0.01, paired *t* test). (e) Plots of BM spatial memory index in WT versus Tau mice treated with UNC0642 or saline at different days (***p < 0.001, WT + saline vs. Tau + saline; ^###^ *p* < 0.001, Tau + saline vs. Tau + UNC, two‐way rmANOVA). (f) Heat maps depicting the topographical time distribution in NOR tests of WT versus Tau mice treated with UNC0642 or saline. Locations of novel objects are labeled with arrowheads. (g, h) Bar graphs showing the exploration time (*T*_Fam_: on the familiar object; *T*_Nov_: on the novel object) (g) and the discrimination ratio (h) during NOR tests of all groups (g: ^+++^ *p* < 0.001, *T*_Fam_ vs. *T*_Nov_; *p < 0.05, **p < 0.01, two‐way ANOVA; h: ***p < 0.001, two‐way ANOVA). (i) Scatter plots showing the NOR discrimination ratio in individual mice pre‐ and post‐treatment of UNC0642 (***p < 0.001, paired *t* test). (j) Plots of NOR discrimination ratio in WT and Tau mice treated with UNC0642 or saline at different days (***p < 0.001, WT + saline vs. Tau + saline; ^#^ *p* < 0.05, ^###^ *p* < 0.001, Tau + saline vs. Tau + UNC, two‐way rmANOVA). Data in figures (a–d) and (f–i) were collected at day 1 after cessation of UNC0642 treatment

We next conducted the novel object recognition (NOR) task, an assay to test recognition memory by measuring the exploration time spent on a novel object versus a familiar one. As shown in Figure 2f‐h, WT mice exhibited significantly longer investigation time on the novel objects than the familiar objects in NOR test, whereas P301S Tau transgenic mice showed no discrimination between the novel and familiar objects, and this recognition memory impairment in P301S Tau mice was markedly rescued by UNC0642 treatment (*n* = 7–8 mice/group, H: *F*_3,52(interaction)_ = 9.17, *p* < 0.001, two‐way ANOVA; I: *F*_1,26(interaction)_ = 22.66, *p* < 0.001, two‐way ANOVA). The elevated discrimination ratio induced by UNC0642 was consistently detected in individual P301S Tau mice (Figure 2i, *t*_(7)_ = 12.76, *p* < 0.0001, paired *t* test). Moreover, the rescue effect persisted for ~4 days and weakened at 7 days after the cessation of treatment (Figure 2j, *n* = 7–8 mice/group, *F*_9,78(interaction)_ = 5.99, *p* < 0.001, two‐way rmANOVA). UNC0642‐treated WT mice did not change the examined behaviors (Figure 2a‐j). Together, these results suggest that inhibition of the elevated EHMT2 can improve spatial and recognition memory in the tauopathy model of AD.

### 2.2 EHMT inhibition normalizes the excitability of PFC pyramidal neurons in P301S Tau mice

Next, we explored the physiological basis for the behavioral effects of EHMT inhibition. PFC is a brain region strongly linked to spatial memory retrieval and learning, as well as object recognition behaviors (Yan & Rein, 2021). The activity of PFC pyramidal neurons and recurrent excitation underlie PFC‐mediated cognitive function (Goldman‐Rakic, 1995), and loss of cortical network function contributes to cognitive decline in tauopathies (Menkes‐Caspi et al., 2015). Thus, we carried out current‐clamp recordings to measure the excitability of layer five PFC principal neurons.

We first measured the synaptic‐driven spontaneous action potentials (sAP) using a low Mg^2+^ condition to enhance the activity of brain slices (Tan et al., 2021). As shown in Figure 3a,b, compared with age‐matched WT mice, sAP frequency of PFC pyramidal neurons was substantially lower in P301S mice (5–7 months old), which was significantly increased to the normal level by UNC0642 treatment (1 mg/kg, i.p., 3x) (*n* = 15–18 cells, 3–5 mice/group, *F*_2,46_ = 22.98, *p* < 0.0001, one‐way ANOVA). Resting membrane potential (RMP) and other sAP properties, including amplitude, rise time, decay time, and half‐width, did not change significantly (Figure 3c–g).

**FIGURE 3:**
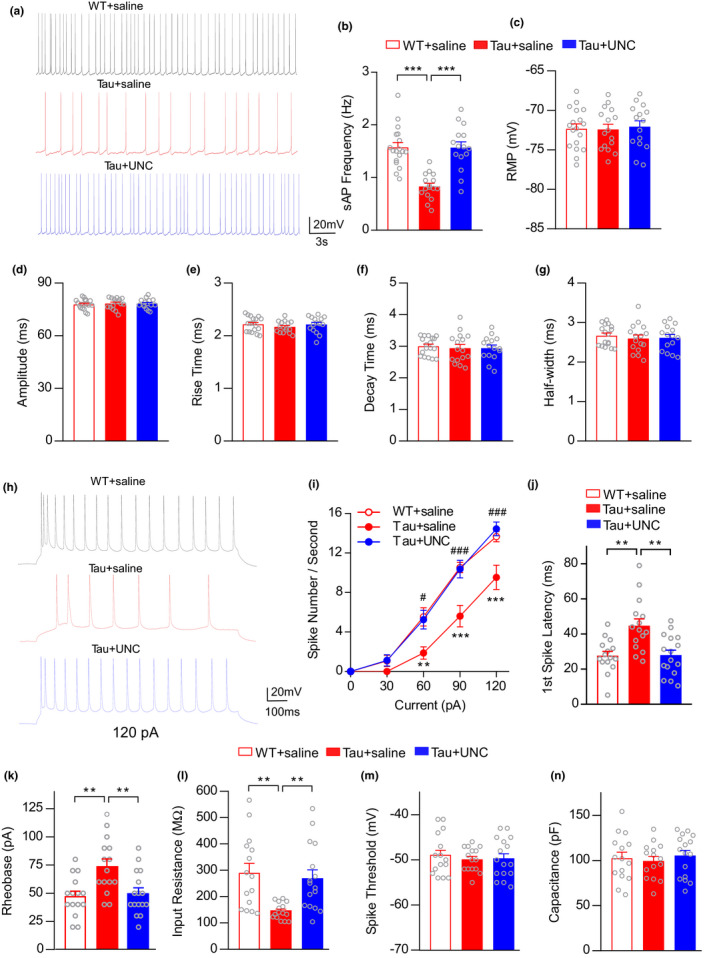
EHMT inhibitor UNC0642 rescues the diminished excitability of PFC pyramidal neurons in P301S Tau mice. (a) Synaptic‐driven spontaneous action potential (sAP) traces in PFC layer 5 (L5) pyramidal neurons from WT or P301S Tau mice (5–7 months old) treated with UNC0642 (1 mg/kg, i.p., 3x) or saline. (b‐g) Bar graphs showing firing frequency (b, *p* < 0.0001, one‐way ANOVA), RMP (c), sAP amplitude (d), rise time (e), decay time (f) and half‐width (g) in PFC L5 principal neurons. (h) Examples of evoked action potential (eAP) in responses to an injected current (120 pA) from PFC L5 pyramidal neurons of saline‐ or UNC0642‐injected WT or P301S Tau mice. (i) Plot of numbers of action potentials evoked by different current steps (**p < 0.01, ***p < 0.001, WT + saline vs. Tau + saline; ^#^ *p* < 0.05, ^###^ *p* < 0.001, Tau + saline vs. Tau + UNC, two‐way rmANOVA). (j‐n) Bar graphs showing the first spike latency of eAP (j), rheobase current (k), resistance (l), spike threshold (m), and capacitance (n) (**p < 0.01, one‐way ANOVA)

We further examined neuronal excitability by measuring action potentials elicited by injecting a series of depolarizing currents (eAP). As shown in Figure 3h,i, the frequency of evoked spikes was significantly lower in P301S Tau mice than WT mice and was reversed by UNC0642 treatment (*F*_2,43 (group)_ = 10.71, *p* = 0.0002, two‐way rmANOVA). Two other measures of excitability, the first spike latency, which plays an essential role in integrating synaptic events and influences the firing probability (Molineux et al., 2005), and rheobase, the minimum current required to elicit APs, were also compared. As shown in Figure 3j,k, both parameters were significantly increased in P301S Tau mice, and normalized by UNC0642 treatment (*n* = 15–16 cells, 3–4 mice/group, latency: *F*_2,43_ = 9.57, *p* = 0.0004; rheobase: *F*_2,43_ = 7.68, *p* = 0.0014, one‐way ANOVA). In addition, UNC0642 restored the significantly reduced input resistance in P301S Tau mice (Figure 3l, *F*_2,43_ = 7.78, *p* = 0.0013, one‐way ANOVA). Spike threshold and membrane capacitance were not significantly changed (Figure 3m,n). Overall, these data indicate that EHMT2 inhibition can rescue the diminished excitability of PFC pyramidal neurons in P301S Tau mice.

### 2.3 EHMT inhibition restores synaptic function and attenuates hyperphosphorylated tau in PFC of P301S Tau mice

The excitability of PFC pyramidal neurons is mainly controlled by glutamatergic transmission. Synaptic dysfunction is a primary feature of AD and the basis of cognitive impairment (Styr & Slutsky, 2018). To assess the effect of UNC0642 on synaptic function, we next measured NMDAR‐ and AMPAR‐EPSC in layer 5 PFC pyramidal neurons from WT and P301S Tau mice (6–8 months old). As shown in Figure 4a,b, compared with WT mice, the amplitudes of NMDA‐EPSC and AMPAR‐EPSC evoked by various stimulation intensities were substantially smaller in P301S Tau mice, which were brought to the normal levels by UNC0642 treatment (NMDA: *n* = 17–22 cells, four mice/group, *F*_2,57 (group)_ = 13.42, *p* < 0.0001; AMPA: *n* = 17–20 cells, four mice/group, *F*_2,53(group)_ = 16.37, *p* < 0.0001, two‐way rmANOVA). The paired‐pulse ratios (PPRs) of NMDAR‐ and AMPAR‐EPSC across multiple inter‐stimulus intervals, an index of presynaptic release, were also significantly lower in P301S Tau mice, and were restored in UNC0642‐treated P301S Tau mice (Figure 4c,d, NMDA: *n* = 12–16 cells, 3–4 mice/group, *F*_2,38 (group)_ = 8.074, *p* = 0.0012; AMPA: *n* = 16–17 cells, four mice/group, *F*_2,47 (group)_ = 7.112, *p* = 0.002, two‐way rmANOVA). Furthermore, the amplitude and frequency of spontaneous EPSC (sEPSC) were significantly decreased in P301S Tau mice, which was markedly elevated by administration of UNC0642 (Figure 4e, *n* = 19–21 cells, four mice/group, Amplitude: *F*_2,58_ = 15.02, *p* < 0.0001; Frequency: *F*_2,58_ = 15.1, *p* < 0.0001, one‐way ANOVA). Together, the results suggest that the diminished glutamatergic transmission in P301S Tau mice may result from decreased presynaptic transmitter release and reduced postsynaptic receptors, and these synaptic deficits are rescued by inhibition of EHMT.

**FIGURE 4:**
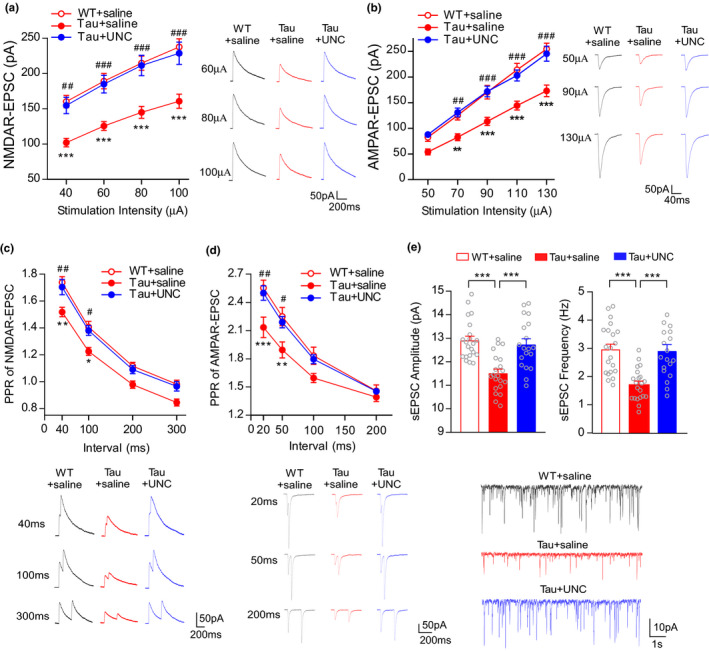
EHMT inhibitor UNC0642 restores NMDAR‐ and AMPAR‐mediated synaptic function in PFC of P301S Tau mice. (a, b) Input–output curves of NMDAR‐EPSC (a) and AMPAR‐EPSC (b) in layer 5 PFC pyramidal neurons from WT mice vs. P301S Tau mice (5–7 months old) treated with UNC0642 (1 mg/kg, i.p., 3x) or saline. Inset: representative NMDAR‐ and AMPAR‐EPSC traces at different stimuli (**p < 0.01, ***p < 0.001, WT + saline vs. Tau + saline; ^##^ *p* < 0.01, ^###^ *p* < 0.001, Tau + saline vs. Tau + UNC, two‐way rmANOVA). (c, d) Plot of PPRs of NMDAR‐EPSC (c) and AMPAR‐EPSC (d) evoked by double pulses across multiple intervals (20–300 ms) from PFC L5 pyramidal neurons of UNC0642‐ or saline‐treated WT versus P301S Tau mice. Inset: representative traces at different intervals (*p < 0.05, **p < 0.01, ***p < 0.001, WT + saline vs. Tau + saline; ^#^ *p* < 0.05, ^##^ *p* < 0.01, Tau + saline vs. Tau + UNC, two‐way rmANOVA). (e) Bar graphs showing the amplitude and frequency of sEPSC in WT vs. P301S Tau mice treated with UNC0642 or saline (***p < 0.001, one‐way ANOVA). Inset: sEPSC traces. Recordings were performed 1–4 days post‐injection

A pathological hallmark of tauopathy is the presence of hyperphosphorylated tau (p‐Tau). Next, we investigated whether EHMT inhibition could change tau hyperphosphorylation. Immunocytochemical experiments (Figure 5a,b) found that PFC neurons from P301S Tau mice displayed a significantly higher level of ^S202/T205^p‐Tau, which was remarkably brought down by a short treatment with UNC0642 (1 mg/kg, i.p., 3x, *n* = 10–16 slices, 2–4 mice/group, *F*_1,46(interaction)_ = 76.4, *p* < 0.001, *F*_1,46(genotype)_ = 183.7, *p* < 0.001, *F*_1,46(treatment)_ = 84.1, *p* < 0.001, two‐way ANOVA), while the intensity of NeuN signals was not significantly altered by UNC0642 treatment. Quantitative Western blotting experiments (Figure 5c,d) further confirmed that UNC0642 treatment (1 mg/kg, i.p., 3x) of P301S Tau mice significantly reduced ^S202/T205^p‐Tau (*n* = 4 mice/group, *F*_1,12(interaction)_ = 5.16, *p* < 0.05, *F*_1,12(genotype)_ = 39.92, *p* < 0.001, *F*_1,12(treatment)_ = 5.63, *p* < 0.05, two‐way ANOVA), but not total Tau (*n* = 4 mice/group, *F*_1,12(interaction)_ = 0.28, *p* = 0.61, *F*_1,12(genotype)_ = 103.4, *p* < 0.001, *F*_1,12(treatment)_ = 0.26, *p* = 0.62, two‐way ANOVA). Moreover, co‐immunocytochemical experiments demonstrated the co‐expression of ^S202/T205^p‐Tau with the elevated EHMT2 (Figure 6a,b) and H3K9me2 (Figure 6c,d) in PFC neurons from P301S Tau mice. While low p‐Tau‐positive neurons were found in PFC of WT mice (EHMT2: 7.7%; H3K9me2: 12.3%), most of the p‐Tau‐positive neurons in PFC of P301S Tau mice showed the elevated EHMT2 (71.6%) and H3K9me2 (73.9%). Collectively, it indicates that EHMT inhibition is capable of alleviating the neurofibrillary pathology in PFC of P301S Tau mice.

**FIGURE 5:**
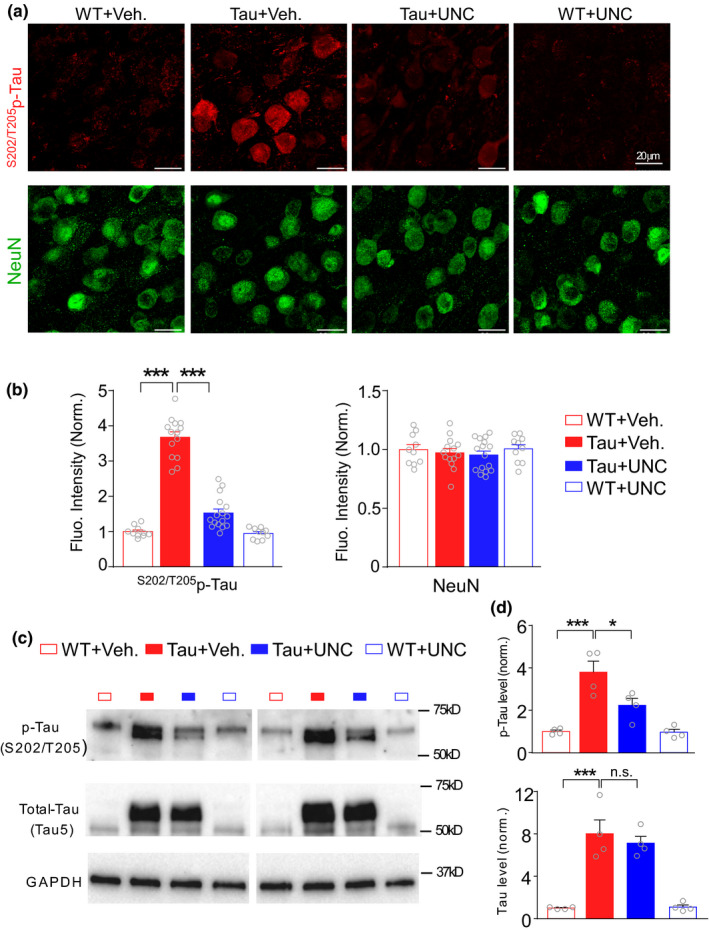
EHMT inhibitor UNC0642 reduces hyperphosphorylated tau in PFC of P301S Tau mice. (a, b) Representative confocal images (a) and quantification (b) of the fluoresce intensity of ^S202/T205^p‐tau (red) and NeuN (green) in PFC from WT vs. P301S Tau mice treated with UNC0642 (1 mg/kg, i.p., 3x) or vehicle control (***p < 0.001, two‐way ANOVA). (c, d) Representative Western blots (c) and quantification (d) of ^S202/T205^p‐tau and total tau signals in PFC from WT versus P301S Tau mice treated with UNC0642 or vehicle control (*p < 0.05, ***p < 0.001, two‐way ANOVA)

**FIGURE 6:**
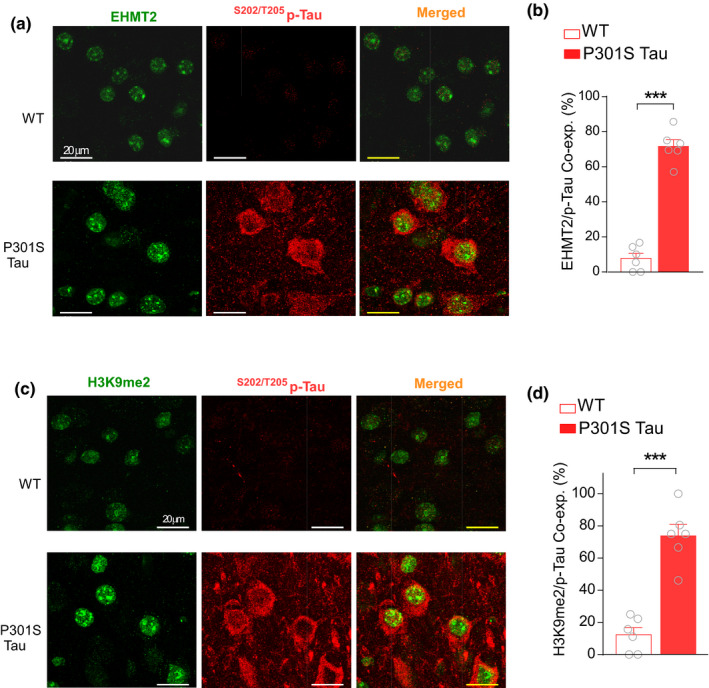
Hyperphosphorylated tau is co‐expressed with EHMT2 and H3K9me2 in PFC neurons of P301S Tau mice. (a, c) Confocal images of co‐staining of EHMT2 and ^S202/T205^p‐tau (a) or H3K9me2 and ^S202/T205^p‐tau (c) in PFC neurons from WT vs. P301S Tau mice. (b, d) Bar graphs showing the percentage of PFC neurons co‐expressing EHMT2 and p‐tau (b) or H3K9me2 and p‐tau (d) in WT versus P301S Tau mice

### 2.4 EHMT inhibition ameliorates transcriptomic dysregulation in PFC of P301S Tau mice

Given the therapeutic effects of EHMT1/2 inhibitor UNC0642 on cognitive and synaptic impairment in P301S Tau mice, we next examined whether UNC0642 treatment could rescue transcriptional dysregulation in P301S Tau mice caused by the abnormally high level of EHMT2 and repressive H3K9me2. 

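RNA of the prefrontal cortex (PFC) was sequenced in 6 libraries, 2 from each of 3 groups of mice: WT mice given vehicle, P301S Tau mice given vehicle and P301S Tau mice given UNC0642. UNC0642 inhibits EHMT1 and EHMT2, the enzymes that place the repressive H3K9me2 mark on histones, and was injected at 1 mg/kg once a day for 3 days. The P301S Tau mouse carries a transgene for a mutant human tau. The paper gives the age of its mice as 5 to 7 months, and the labels of the libraries give 6 months. As the paper describes, RNA was extracted with a DNase step, depleted of ribosomal RNA and made into strand-specific libraries. Reads were trimmed with Cutadapt, aligned with TopHat2 to RefSeq mRNAs and counted per gene with featureCounts. The authors deposited these counts per gene without normalization. The counts summed to 24525020 and 25264641 in WT replicates 1 and 2, to 28972176 and 17690811 in Tau replicates 1 and 2, and to 17005664 and 22657673 in UNC0642 replicates 1 and 2. The less deep Tau and UNC0642 libraries limited the precision for genes with few counts.

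Starting from the counts, edgeR's filterByExpr kept 20409 genes, and library sizes were scaled by the TMM method. All 6 libraries were fitted together with edgeR's quasi-likelihood model, which left 3 residual degrees of freedom, and the typical variation between replicate mice was 12.3% (biological coefficient of variation). Genes were called differentially expressed at the paper's threshold, a fold change of at least 1.2 and an unadjusted p-value under 0.05. Counts with Benjamini-Hochberg adjustment are given beside them. The filter, the scaling, the test and the unadjusted threshold are the choices that could change these numbers. Replicates 1 and 2 were different mice in each group and were not treated as pairs.

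Xist, which is transcribed from the inactive X chromosome of females, had 8107 counts in WT replicate 2, 5340 in Tau replicate 1 and 4104 in Tau replicate 2. It had 5, 2 and 4 counts in WT replicate 1 and UNC0642 replicates 1 and 2. The Y-linked gene Ddx3y had 2411 counts in WT replicate 1, 1705 in UNC0642 replicate 1 and 2241 in UNC0642 replicate 2, against 8, 18 and 2 in the other libraries. Both Tau libraries thus had the female pattern, both UNC0642 libraries had the male pattern, and the comparison of UNC0642-treated with untreated Tau mice coincided with this difference. Mapt, the mouse tau gene, had a normalized expression, in counts scaled to library size (CPM), of 576 and 449 in the libraries labelled WT replicates 1 and 2, of 613 and 589 in the Tau libraries, and of 571 and 614 in the UNC0642 libraries. Prnp was at 1652 and 873 CPM in the libraries labelled WT replicates 1 and 2, and at 1470 to 1694 CPM in the Tau and UNC0642 libraries. WT replicate 1 was used as labelled, so all WT values and comparisons with WT depend on its genotype.

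**Figure D1:**
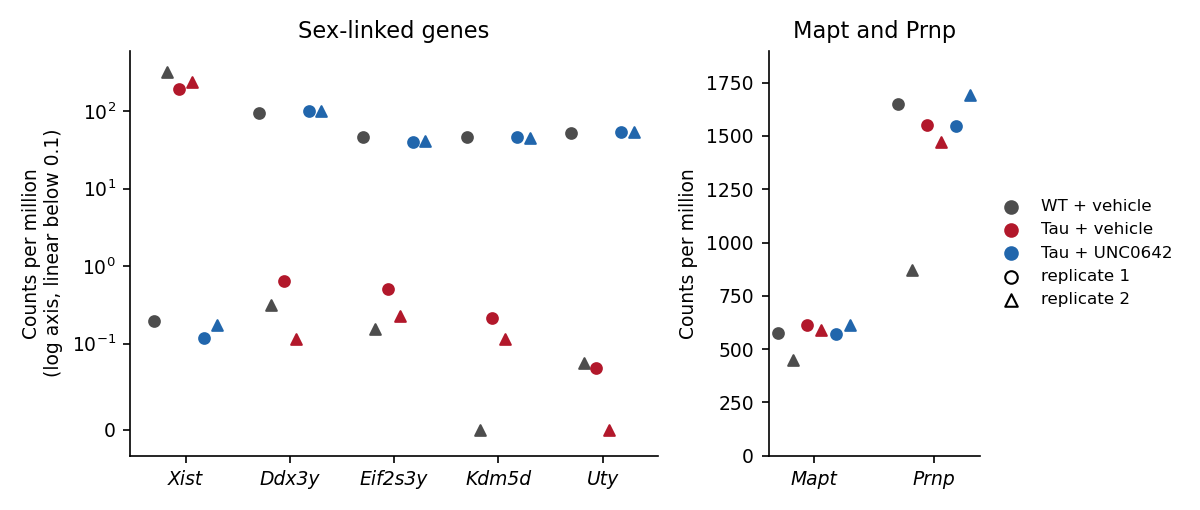
Normalized expression of sex-linked genes and of Mapt and Prnp in each of the 6 libraries, in CPM (left panel on a log axis that is linear below 0.1, right panel on a linear axis). Each point is a library, coloured by group and shaped by replicate. Xist is high in WT replicate 2 and both Tau libraries, the Y-linked genes are high in WT replicate 1 and both UNC0642 libraries, and Prnp is lowest in WT replicate 2, at 873.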

RNA sequencing was used to identify differentially expressed genes (DEGs) in PFC from WT and P301S Tau mice (5–7 months old) with or without UNC0642 treatment. Compared with WT mice, P301S Tau mice exhibited 448 down‐regulated and 610 up‐regulated genes, and UNC0642 treatment significantly reversed 98 of these down‐regulated genes and 173 of these up‐regulated genes (Tables S1 & S2). 

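In the counts, 1244 genes were down-regulated and 759 up-regulated in P301S Tau mice relative to WT mice. An unadjusted p-value under 0.05, without the fold-change limit, was reached by 2529 of the 20409 genes, against 1020.5 expected with no difference. Between UNC0642-treated and untreated P301S Tau mice, 762 genes were up-regulated and 807 down-regulated. Both comparisons share the Tau libraries, which favours opposite directions even with no effect, and 146 unchanged genes were called reversed in simulated data. The simulation drew each gene independently, so it leaves out differences that many genes of a library share. Over all 45 splits of the 6 libraries into pairs, the median was 167 reversed genes. As many as in the labelled groups, or more, were reversed in 4 splits, the labelled split included. Of the genes down-regulated in Tau mice, 361 were called in the opposite direction after UNC0642, and 4 moved further down. Of the up-regulated genes, 175 were reversed and 21 moved further up. Of these 536 reversed genes, 21 were called between UNC0642-treated Tau mice and WT mice: 11 were still lower, 3 were still higher, and the others had moved past the WT level. Genes not annotated as protein-coding made up 274 of the 361 reversed down-regulated genes, although they were 28.0% of the genes tested. Another 18 were among the 175 reversed up-regulated genes. When calls were counted among protein-coding genes alone, a choice made after the data were seen, 596 genes were down-regulated, 666 up-regulated, and 87 and 157 of them reversed. No other setting with the same thresholds moved the number of down-regulated genes as far, but without a filter it moved nearly as far the other way, to 1890.

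With Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test over all genes, 32 genes had an adjusted p-value under 0.05 between P301S Tau and WT mice, 7 of them down and 25 up. Between UNC0642-treated and untreated Tau mice 4 genes did, 2 down and 2 up. Rpl3 and its pseudogene Rpl3-ps2 were the only genes past this threshold in both comparisons. Rpl3-ps2 is 99.2% identical to Rpl3 over 848 bases, so reads of these genes are hard to assign and their counts are uncertain. Of the 98 genes of Table S1, 97 were tested, and all 97 were lower in Tau mice and higher after UNC0642, with median log2 fold changes of -0.83 and 0.62. Both calls were met by 57 of them. Of 172 genes read from Table S2, 171 were tested, all higher in Tau mice and lower after UNC0642, with median log2 fold changes of 0.56 and -0.53, and 124 met both calls. These lists are the paper's own calls on the same libraries. Adjusted over the lists alone, 93 and 154 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test of Tau against WT mice and 6 and 112 in that of UNC0642-treated against untreated Tau mice. Adjusted over all genes, these numbers were 5 and 4, and 1 and 1.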

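The distance between any 2 libraries was taken as the root mean square difference of their log2 CPM. Over the 268 tested genes of Tables S1 and S2, UNC0642-treated libraries were on average 0.432 from WT libraries and 0.854 from untreated Tau libraries, and Tau libraries were 0.915 from WT libraries. The ranges did not overlap, with 0.396 to 0.488 for UNC0642 to WT and 0.714 to 0.999 for UNC0642 to Tau. The 2 replicates within a group were 0.448 apart in WT, 0.574 in Tau and 0.415 in UNC0642. These genes had been selected for reversal in the same libraries. Over all 20409 genes tested, which were not selected, the distances were 0.556 from UNC0642 to WT, 0.580 from UNC0642 to Tau and 0.583 from Tau to WT. Replicates within groups were 0.525, 0.514 and 0.525 apart. The difference of 0.0239 between the distances to Tau and to WT was smaller than the spread of the single distances, which were 0.534 to 0.584 and 0.551 to 0.608. It was -0.0050 with only genes of at least 10 counts in every library, and 0.128 over the 500 most variable genes. With each library left out it stayed between 0.0086 and 0.0388. In average-linkage clustering over either set of genes, Tau replicates 1 and 2 formed a cluster apart from the other 4 libraries.

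**Figure D2:**
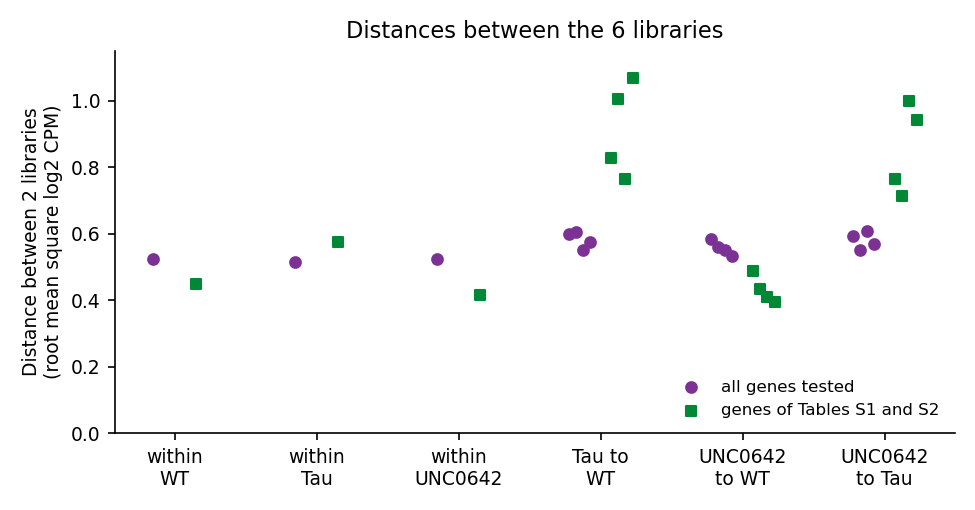
Distance between each pair of the 6 libraries, as the root mean square difference in log2 CPM (vertical axis), within groups and between groups. Each point is a pair of libraries, with circles for all genes tested and squares for the genes of Tables S1 and S2. UNC0642-treated libraries are nearer to WT than to Tau over the listed genes, with averages of 0.432 and 0.854, and nearly as far from both over all genes, with averages of 0.556 and 0.580.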

From the heat maps generated with the expression values of these reversed genes, it is evident that P301S Tau samples clustered separately from WT samples, and UNC0642‐treated Tau samples were closer to WT than non‐treated Tau samples (Figure 7a,e).

**FIGURE 7:**
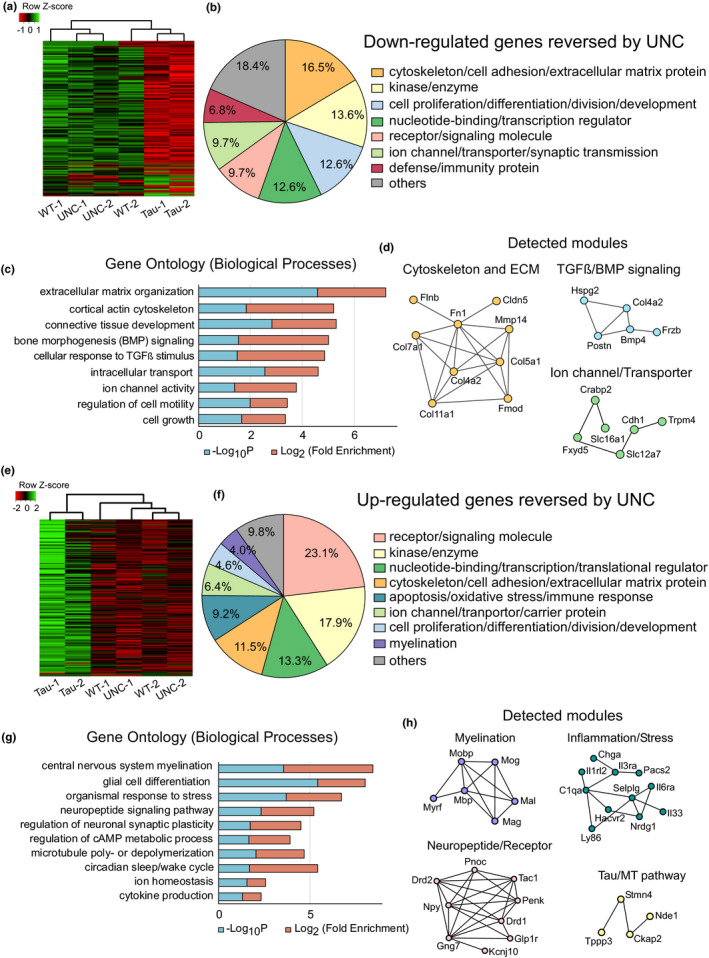
EHMT inhibitor UNC0642 reverses transcriptional changes in PFC of Tau P301S transgenic mice. (a, e) Heat maps representing expression (row *z*‐score) of genes that were down‐regulated (DOWN) (a) or up‐regulated (UP) (e) in saline‐treated P301S Tau samples (Tau) and reversed in UNC0642 (1 mg/kg, i.p., 3x)‐treated P301S Tau samples (UNC). (b, f) Functional protein classification analysis of the DOWN and UNC‐reversed genes (b) or the UP and UNC‐reversed genes (f). (c, g) GO Biological Process analysis of the DOWN and UNC‐reversed genes (c) or the UP and UNC‐reversed genes (g). (d, h) Detected PPI modules in DOWN and UNC‐reversed genes (d) or the UP and UNC‐reversed genes (h)

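Among genes that were lower in P301S Tau mice and higher after UNC0642, the class of kinases and enzymes in Table S3 held 14 genes. Their median log2 fold change was -0.82 in Tau relative to WT mice and 0.58 after UNC0642, and 9 met both calls. The 13 nucleotide-binding proteins and transcription regulators had medians of -0.79 and 0.62, with 7 meeting both calls. For the 10 receptors and signaling molecules the medians were -0.57 and 0.34, and 6 met both. In the opposite direction, 29 tested kinases and enzymes of Table S4 had medians of 0.53 and -0.54, and 20 met both calls. The 22 transcription regulators had medians of 0.60 and -0.58, with 17 meeting both, and the 39 receptors and signaling molecules 0.51 and -0.47, with 29. Of all these classes' genes, 3 had an adjusted p-value under 0.05 in either comparison of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Etnppl, an enzyme gene, lies on chromosome 3 from 130617448 to 130637521 in the GRCm38 build. It was at 4.67 ± 0.031 CPM (SD, n = 2) in WT mice, 2.70 ± 0.23 (SD, n = 2) in Tau mice and 11.3 ± 0.32 (SD, n = 2) in UNC0642-treated Tau mice. Its log2 fold change was -0.80 in Tau mice (standard error 0.20, adjusted p = 0.213) and 2.06 after UNC0642 (standard error 0.20, adjusted p = 0.00573 in the same test).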

Functional protein classification revealed that enzymes, transcription regulators, and receptors were found among UNC0642‐rescued genes in both directions (Tables S3 & S4). Importantly, the down‐regulated genes in P301S Tau mice that were elevated by UNC0642 treatment mainly encode cytoskeletal proteins, extracellular matrix (ECM) molecules, and cellular developmental regulators (Figure 7b). 

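The 17 cytoskeletal, cell adhesion and ECM genes of Table S3 had a median log2 fold change of -1.03 in P301S Tau relative to WT mice, with single genes from -1.81 to -0.35, and all 17 were called. After UNC0642 their median was 0.67, and 11 were called. The 13 genes of the class for proliferation, differentiation and development had medians of -0.90 and 1.01, with 10 called in Tau mice, 11 after UNC0642 and 8 in both. In these classes the median difference of Tau replicate 2 from Tau replicate 1 was -0.20 and -0.17 (log2), less than the change between groups. Gaps of single genes in opposite directions can cancel in such a median. Frzb, which encodes a secreted Wnt antagonist, is on chromosome 2 from 80411970 to 80447625, on the minus strand of GRCm38. It was at 43.1 ± 6.2 CPM (SD, n = 2) in WT, 16.7 ± 2.1 (SD, n = 2) in Tau and 31.8 ± 2.2 (SD, n = 2) in UNC0642-treated Tau mice. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, its log2 fold change was -1.36 in Tau mice (standard error 0.14, adjusted p = 0.00861) and 0.92 after UNC0642 (standard error 0.14, adjusted p = 0.0927). With each library left out in turn, these values stayed between -1.50 and -1.21 and between 0.81 and 1.06. Cldn5, a tight junction gene of endothelial cells on chromosome 16 from 18776847 to 18778262, had a log2 fold change of -1.10 in Tau mice (standard error 0.17, adjusted p = 0.0467 in the same test) and 0.53 after UNC0642 (standard error 0.18, adjusted p = 0.458).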

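The terms of a GO analysis were not recomputed here, because the gene sets and background behind it were not analysed here. The genes under such terms were examined together with marker genes listed before the counts were opened. Markers of meningeal fibroblasts that are not in Tables S1 and S2 had a median log2 fold change of -0.53 over 21 genes in P301S Tau relative to WT mice (adjusted p = 3.34e-05 from limma's camera test on edgeR's fit, Benjamini-Hochberg adjusted over 32 tests). After UNC0642 their median was 0.16 (adjusted p = 0.156). Their mean log2 CPM was 2.10 and 2.56 in WT replicates 1 and 2, 2.13 and 1.60 in Tau, and 1.99 and 2.11 in UNC0642-treated Tau mice, so the gap between the 2 Tau libraries was as large as the change between groups. Endothelial markers outside the lists had medians of -0.28 over 17 genes in Tau mice (adjusted p = 0.00388 in the same test) and 0.07 after UNC0642 (adjusted p = 0.454). The test took genes of a set as nearly independent, so its p-values do not measure how a set varies between mice.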

Gene Ontology (GO) analysis revealed that they were enriched in nine cellular process pathways: ECM organization, cortical actin cytoskeleton, tissue development, bone morphogenesis (BMP) signaling, response to TGFβ stimulus, intracellular transport, ion channel activity, regulation of cell motility, and cell growth (Figure 7c). Furthermore, integration of DEGs with the PPI network identified three major functional modules in down‐regulated and reversed genes: cytoskeleton/ECM, TGFβ/BMP signaling, and ion channel (Figure 7d), further supporting the enrichment of these significant pathways.

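The 9 genes drawn in the cytoskeleton/ECM module had a median log2 fold change of -0.90 in P301S Tau relative to WT mice and 0.67 after UNC0642. All 9 were called in the first comparison and 5 in both. In the TGFβ/BMP module the medians of 5 genes were -1.29 and 0.79, with 3 called in both, and in the ion channel module those of 6 genes were -0.82 and 0.61, again with 3. Hspg2, which encodes the basement membrane protein perlecan, fell from 7.75 ± 0.47 CPM (SD, n = 2) in WT to 3.14 ± 0.31 (SD, n = 2) in Tau mice and was at 5.05 ± 0.40 (SD, n = 2) after UNC0642. Its log2 fold changes were -1.29 (standard error 0.21, adjusted p = 0.0529) and 0.67 (standard error 0.21, adjusted p = 0.432) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cdh1, drawn with the ion channel genes, was at 1.35 ± 0.62 CPM (SD, n = 2) in Tau mice and had wide errors, with log2 fold changes of -1.06 (standard error 0.41) and 1.38 (standard error 0.41). Leaving out each library in turn kept the direction of all 3 module medians. In Tau relative to WT mice they ranged from -1.09 to -0.66 for cytoskeleton/ECM, from -1.50 to -1.07 for TGFβ/BMP and from -0.90 to -0.57 for ion channels. The paper finds its pathways by GO analysis and states that these modules lend further support to them.

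**Figure D3:**
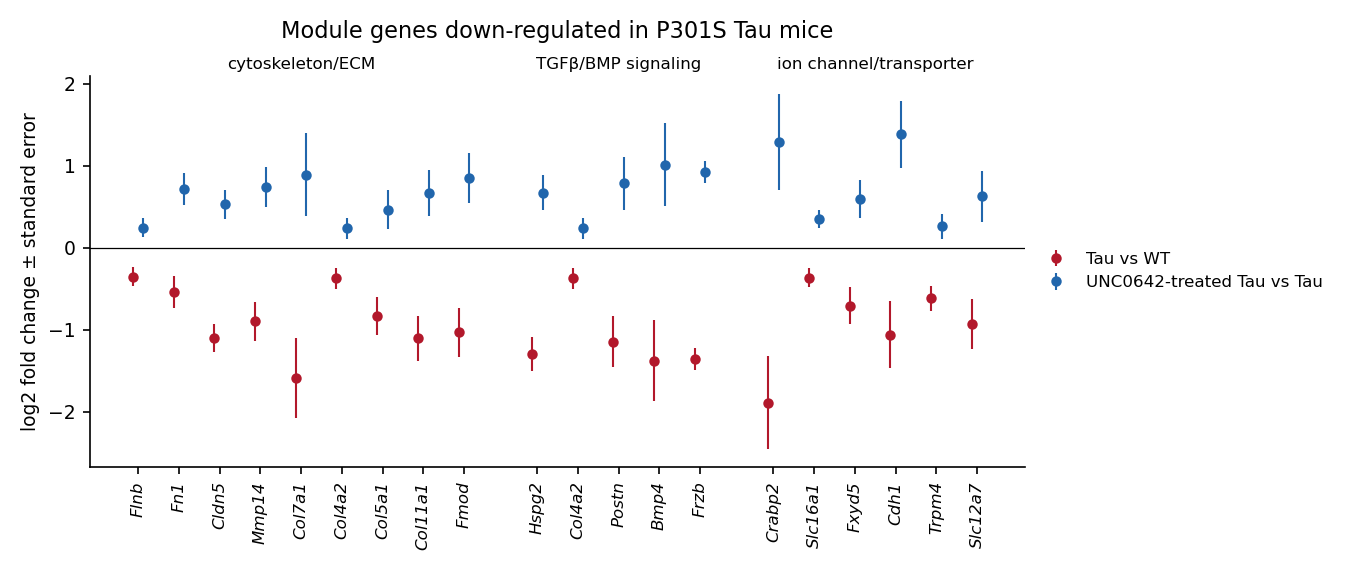
Log2 fold change of each gene in the modules of Fig. 7d, with its standard error as bars, in P301S Tau relative to WT mice (red) and in UNC0642-treated relative to untreated Tau mice (blue). Col4a2 is drawn in both of its modules. All genes lie below 0 in the first comparison and above 0 in the second, with module medians of -0.90, -1.29 and -0.82 and of 0.67, 0.79 and 0.61.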

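Genes that rose in P301S Tau mice and fell after UNC0642 were spread over the classes of Table S4. Their medians in Tau relative to WT mice ran from a log2 fold change of 0.43 for 10 ion channel, transporter and synaptic genes to 0.83 for 7 proliferation and development genes. After UNC0642 the medians of these classes were -0.45 and -0.74. The 15 genes for apoptosis, oxidative stress and immune response had medians of 0.46 and -0.50, and 9 were called in both comparisons. In the class of 19 cytoskeletal, adhesion and ECM genes, 14 were called in both. The 6 myelination genes differed from the other classes in their replicates. Tau replicate 2 was higher than Tau replicate 1 by a median of 1.41 (log2). WT replicate 2 changed by a median of -0.98 relative to WT replicate 1. In each other class the median difference between the 2 Tau libraries was at most 0.27, where opposite gaps of single genes can cancel.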

On the other hand, there are diverse categories of genes up‐regulated in P301S Tau mice and reversed by UNC0642 treatment (Figure 7f). 

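Processes that a GO analysis can name were followed here by single genes and by marker genes listed before the counts were opened. Of the myelin genes, Mobp was at 325.6 ± 160 CPM (SD, n = 2) in WT mice, 683 ± 502 (SD, n = 2) in Tau mice and 326 ± 22 (SD, n = 2) after UNC0642, and the 2 Tau libraries, at 327.7 and 1038 CPM, differed by more than the groups. With Tau replicate 2 left out, the log2 fold change of Mobp in Tau relative to WT mice was 0.0095, against 1.07 with all libraries. Oligodendrocyte markers outside Tables S1 and S2 had a mean log2 CPM of 4.37 and 3.41 in WT replicates 1 and 2, 3.62 and 4.76 in Tau, and 3.66 and 3.79 in UNC0642-treated Tau mice. Among clock genes, Per2 was at 26.1 ± 8.0 CPM (SD, n = 2) in WT, 59.0 ± 3.6 (SD, n = 2) in Tau and 39.5 ± 1.1 (SD, n = 2) in UNC0642-treated Tau mice. Its log2 fold change was 1.18 in Tau mice (standard error 0.17, adjusted p = 0.0409) and -0.58 after UNC0642 (standard error 0.17, adjusted p = 0.415) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ciart changed by 0.62 and -0.88 (standard errors of 0.15). Microglia markers outside the lists had a median log2 fold change of 0.19 over 11 genes in Tau mice (adjusted p = 0.00398 from limma's camera test on edgeR's fit, Benjamini-Hochberg adjusted over 32 tests) and -0.10 after UNC0642 (adjusted p = 0.211). These p-values do not measure how the set varies between mice.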

GO analysis revealed 10 enriched cellular processes: central nervous system myelination, glia cell differentiation, multicellular organismal response to stress, neuropeptide signaling pathway, regulation of neuronal synaptic plasticity, regulation of cAMP metabolic process, MT polymerization/depolymerization, circadian sleep/wake cycle, ion homeostasis, and cytokine production (Figure 7g). 

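Of the genes drawn in Fig. 7h, 6 belong to myelination, with median log2 fold changes of 0.80 in P301S Tau relative to WT mice and -0.82 after UNC0642. The call was met by 4 of these 6 in Tau mice and by 3 in both comparisons. This module rested on Tau replicate 2. Without that library, its median change after UNC0642 was 0.011, and over the fits that each left out a library the medians in Tau mice ran from -0.0057 to 1.41. The 11 inflammation and stress genes had medians of 0.67 and -0.58, with 6 called in both, and the 9 neuropeptide and receptor genes had medians of 0.75 and -0.54, with 8. For the 4 genes of the Tau/MT module the medians were 0.54 and -0.39, and 3 were called in both. Medians of these 3 modules kept their direction when each library was left out, from 0.46 to 0.72, from 0.37 to 1.03 and from 0.29 to 0.75 in Tau relative to WT mice. After UNC0642 they ran from -0.68 to -0.41, from -0.78 to -0.35 and from -0.61 to -0.21, each weakest without Tau replicate 2. The neuropeptide and receptor module holds Drd1, Drd2, Penk and Tac1, and a differing share of striatal tissue was not excluded for it. All striatal projection neuron markers, listed genes included, had a mean log2 CPM of 3.26 and 4.19 in Tau replicates 1 and 2. It was 3.13 and 2.98 in WT and 2.92 and 2.94 in UNC0642-treated Tau mice. Npy, on chromosome 6 of GRCm38 from 49822710 to 49829507, was at 59.5 ± 0.16 CPM (SD, n = 2) in WT, 75.8 ± 9.1 (SD, n = 2) in Tau and 55.5 ± 0.12 (SD, n = 2) in UNC0642-treated Tau mice. Its log2 fold changes were 0.35 (standard error 0.10, adjusted p = 0.254) and -0.45 (standard error 0.10, adjusted p = 0.301) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Drd2, at 3.30 ± 2.5 CPM (SD, n = 2) in Tau mice, varied between its 2 replicates as much as between groups. None of the genes in the 4 modules had an adjusted p-value under 0.05 in either comparison.

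**Figure D4:**
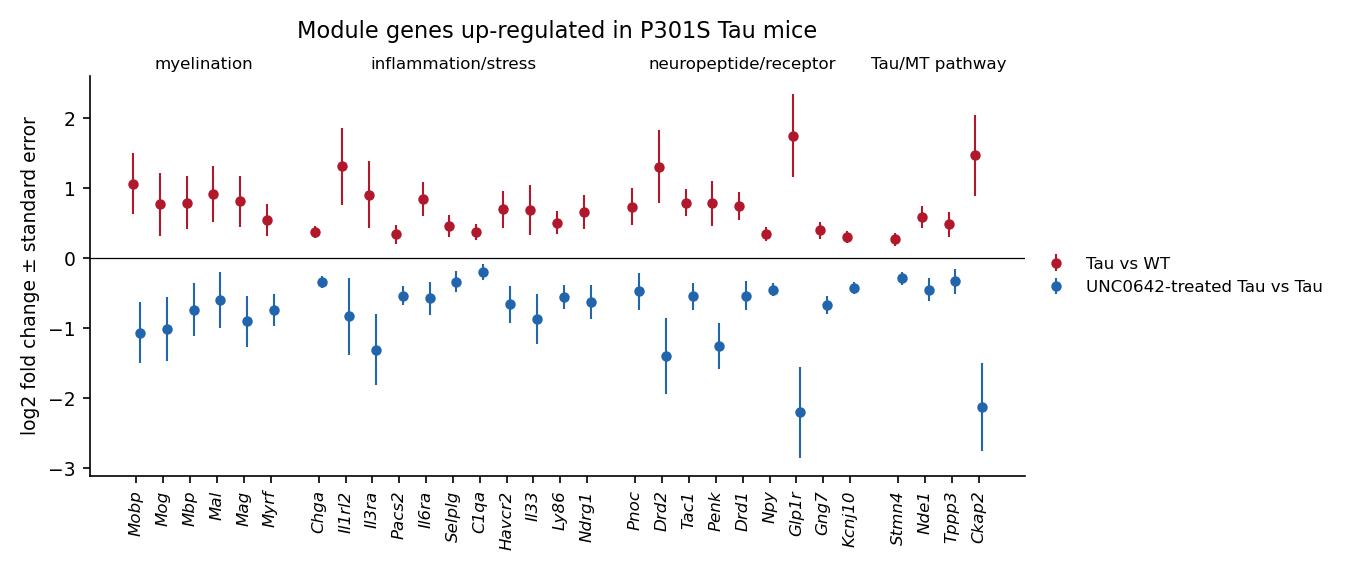
Log2 fold change of each gene in the modules of Fig. 7h, with its standard error as bars, in P301S Tau relative to WT mice (red) and in UNC0642-treated relative to untreated Tau mice (blue). All genes lie above 0 in the first comparison and below 0 in the second, with module medians of 0.80, 0.67, 0.75 and 0.54 and of -0.82, -0.58, -0.54 and -0.39. The 2 libraries within the Tau group and within the WT group differed for the myelination genes.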

The PPI network demonstrated four enriched modules in these up‐regulated and reversed genes: myelination, inflammation/stress, neuropeptide/receptor, and Tau/MT pathway (Figure 7H).

## 3 DISCUSSION

Epigenetic dysregulation of gene expression is one of the major contributing factors for cognitive decline related to aging and neurodegenerative diseases (Berson et al., 2018). Histone modification by G9a/GLP (EHMT1/2) is emerging as a pivotal epigenetic mechanism regulating cognitive processes (Maze et al., 2010; Sharma et al., 2017; Yuan et al., 2020). Our current study has provided evidence demonstrating that EHMT2 (G9a), which catalyzes the repressive histone mark H3K9me2 (Barski et al., 2007) at learning and memory genes (Kramer et al., 2011), is highly elevated in PFC neurons of P301S Tau transgenic mice. Moreover, treatment with the EHMT inhibitor UNC0642 ameliorates spatial and recognition memory deficits in P301S Tau mice at the age of 5–7 months old, a late stage that cognitive impairment correlating with neurofibrillary tangle (NFT) deposition has already occurred (DeVos et al., 2017; Mathys et al., 2019; Yoshiyama et al., 2007; Zhang et al., 2014), making it highly promising for clinical usage. The general safety of UNC0642 is suggested by the lack of behavioral abnormalities after treatment (Kim et al., 2017; Kramer et al., 2011; Liu et al., 2013).

Because of the powerful impact of epigenetic drugs on gene expression and the potential side effects with prolonged administration, we have chosen a short treatment paradigm in mice (i.p., once daily for 3 days), which was based on a similar regimen used in human cancer treatment with the FDA‐approved HDAC inhibitor romidepsin (i.v., once a week for 1 month). Similar doses and durations have been used with UNC0642 in prior mouse studies (Kim et al., 2017; Liu et al., 2013; Wang et al., 2020; Zheng et al., 2019). A limitation is the disappearance of behavioral improvement ~7 days after the cessation of UNC0642 treatment, which may be due to the loss of H3K9me2 inhibition. Further studies are needed to examine the effect durations with longer or repeated administrations of UNC0642 at various doses.

Uncovering the physiological basis of UNC0642 treatment is important for understanding the therapeutic effects of UNC0642 on cognitive deficits. Alteration of neuronal activity in cognitive networks has been linked to AD progression (Palop & Mucke, 2016; Rogerson et al., 2014; Styr & Slutsky, 2018). In this study, we have found a remarkable reduction of both intrinsic and synaptic‐driven excitability of PFC principal neurons in P301S Tau mice, as indicated by the lower firing frequency, the longer latency of the first spike, and the higher rheobase current. It is consistent with prior findings on the reduction of neuronal excitability in tauopathies associated with AD in the late phase (Fu et al., 2017; Menkes‐Caspi et al., 2015). More importantly, the diminished excitability of prefrontal cortical neurons is restored by UNC0642 treatment of P301S Tau mice, providing a potential basis for UNC0642‐induced improvement of PFC‐mediated cognitive function.

Changes in excitability are often associated with altered synaptic strength. Our data suggest that hypoactivity in transgenic Tau mice is likely attributable to compromised synaptic excitation in PFC pyramidal neurons. Synaptic dysfunction is an important pathogenic step of neurodegenerative diseases and a perceived basis of cognitive impairment (Mielke et al., 2017). As a major executor of the synaptic pathology, mutant tau can affect pre‐ and postsynaptic protein trafficking and subcellular expression, as well as synaptic organization and transmission (Hoover et al., 2010; Yoshiyama et al., 2007; Zhang et al., 2014). Inhibition of EHMT in P301S Tau mice reverses the defects in glutamatergic synaptic function of PFC, further supporting the association of histone K9 methylation with synaptic dysfunction in AD (Lee et al., 2020; Zheng et al., 2019).

Correlating with cognitive and synaptic impairment, P301S Tau mice also have the pathological tau deposition (DeVos et al., 2017; Mathys et al., 2019; Yoshiyama et al., 2007; Zhang et al., 2014). In this study, we have revealed the remarkable decrease of hyperphosphorylated tau by EHMT inhibition in PFC of P301S Tau mice, which may contribute to the therapeutic effect of UNC0642 on neuronal physiology in mice with tauopathy. The elevated levels of EHMT2+ and H3k9me2+ neurons correlate with neurons with phospho‐tau burden in PFC of P301S Tau mice. The mechanisms underlying the effect of UNC0642 on tau phosphorylation await to be further examined. Given the role of EHMT on transcriptional repression, one possibility is that inhibiting the elevated EHMT in P301S Tau mice led to the disinhibition of genes encoding protein phosphatases that act to remove tau phosphorylation.

Our transcriptomic analysis has provided insights into the potential molecular mechanism for the rescuing effect of EHMT inhibition on synaptic and cognitive deficits in P301S mice. As an epigenetic enzyme mediating the repressive H3K9me2, EHMT1/2 plays an important role in silencing the expression of genes (Tachibana et al., 2005), including those involved in synaptic plasticity and cognition (Kramer et al., 2011; Rodenas‐Ruano et al., 2012; Zheng et al., 2019). Inhibiting EHMT with UNC0642 leads to the restoration of ~22% of the down‐regulated genes (98 out of 448) in P301S Tau mice, which are enriched in cytoskeleton regulation. 

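In the counts, the reversed share of down-regulated genes was 29.0% over all annotated genes and 14.6% among protein-coding genes, a count made after the data were seen. Hhipl1 had the smallest p-value among the down-regulated genes. It lies on chromosome 12 of GRCm38 from 108306270 to 108330869 and was at 29.6 ± 1.6 CPM (SD, n = 2) in WT, 12.6 ± 0.78 (SD, n = 2) in Tau and 20.0 ± 0.49 (SD, n = 2) in UNC0642-treated Tau mice. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, its log2 fold change was -1.23 in Tau mice (standard error 0.12, adjusted p = 0.00820) and 0.67 after UNC0642 (standard error 0.12, adjusted p = 0.144). The change after UNC0642 was smaller than that in Tau mice, and with each library left out it stayed between 0.61 and 0.73. Ccdc85c, with log2 fold changes of -0.64 (standard error 0.09, adjusted p = 0.0409 in the same test) and 0.29 (standard error 0.09, adjusted p = 0.432), also moved part of the way back. Of the 1244 down-regulated genes, 325 were also called lower in UNC0642-treated Tau mice than in WT mice. Both calls use the same WT libraries, which favours such an overlap.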

Cytoskeleton plays a critical role in orchestrating neuronal trafficking and maintaining synaptic function (Guedes‐Dias & Holzbaur, 2019), loss of which contributes directly to memory deficits and correlates directly with AD pathology (Kommaddi et al., 2018). Single‐cell RNAseq of AD human postmortem tissues and an Aβ‐linked familial AD model also found significant loss of cytoskeleton genes in PFC pyramidal neurons (Zhou et al., 2020). Inhibiting EHMT with UNC0642 also leads to the reversal of ~28% of the up‐regulated genes (173 out of 610) in P301S Tau mice, which are enriched in glial cell differentiation and stress responses. 

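Over all annotated genes, 23.1% of the up-regulated genes were reversed in the counts, and among protein-coding genes, counted after the data were seen, 23.6% were. In UNC0642-treated Tau mice, 282 of the 759 up-regulated genes were also called higher than in WT mice, an overlap that the shared WT libraries favour. Plin4 and Ighm, near the top of Table S2, show the spread within groups. Plin4 was at 3.51 ± 0.28 CPM (SD, n = 2) in WT, 17.1 ± 7.2 (SD, n = 2) in Tau and 10.6 ± 4.0 (SD, n = 2) in UNC0642-treated Tau mice, with a log2 fold change of -0.67 after UNC0642 (standard error 0.30, adjusted p = 0.559 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ighm rose by 1.99 (log2, standard error 0.33, adjusted p = 0.0577 in the same test) and changed by -2.32 after UNC0642 (standard error 0.34, adjusted p = 0.0927). Chga, a gene of the stress module, changed by 0.37 and -0.34 with standard errors of 0.08, and its 2 libraries in each group differed by less than the groups. The genes Tsc22d3, Nr4a3 and Dnajb5 were among the 5 up-regulated genes with the smallest p-values in Tau mice and were not reversed, with log2 fold changes of 1.02, 0.95 and 0.69 in Tau mice and of -0.04, 0.14 and 0.12 after UNC0642.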

Normalization of these altered genes by UNC0642 may collectively help to restore PFC neuronal excitability and synaptic transmission, leading to cognitive improvement.

An important question awaits to be answered is the time line of epigenetic, pathological, physiological, and behavioral changes in AD, which requires longitudinal characterizations. One limitation of our current study is that all experiments are performed at the late stage when all these changes have occurred. It is unknown whether the H3K9me2/EHMT2 levels in PFC increase in an age‐dependent manner in AD humans and Tau AD models, and whether elevation of H3K9me2/EHMT2 is an upstream event prior to NFT formation/synaptic dysfunction/behavioral deficits. One possibility is that H3K9me2/EHMT2 levels start increasing in PFC neurons without NFT pathology at 3 months of age, and those neurons are more susceptible to disease and more easily accumulate NFT pathology at 6 months, which is supported by the significant correlation of p‐Tau and H3K9me2/EHMT2 in P301S Tau mice at the symptomatic stage. Consistently, it has been shown that epigenetic dysregulation occurs early in vulnerable brain regions prior to the onset of clinical symptoms in A and alters the activity of key genes involved in the pathological onset and progression of AD (Bradley‐Whitman & Lovell, 2013; Li et al., 2019).

Overall, our data have not only uncovered an epigenetic mechanism associated with tauopathy, but also provided experimental evidence that targeting EHMT can alleviate synaptic and cognitive deficits in a tau model of neurodegenerative disorders.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Animals and compounds

Care and experimental manipulation of animals followed the protocol approved by Institutional Animal Care and Use Committee (IACUC) of the University at Buffalo. Transgenic mice (B6C3H/F1 background) carrying the mutant (P301S) human T34 tau isoform (1N4R; Jackson Labs) were obtained as previously described (Yoshiyama et al., 2007). Mouse tail was used for PCR Genotyping. Both male and female wild‐type (WT) and P301S Tau transgenic littermates (5–7 months old) were used in this study. Animals were housed with 2–4 gender‐matched conspecifics of either genotype in a 12‐h light‐dark cycle with food and water ad libitum. UNC0642 (Tocris) was dissolved in DMSO and then diluted with saline before use. DMSO concentration in the final solution was 0.18%. Mice were treated with UNC0642 (1 mg/kg, i.p., once daily for three consecutive days) or vehicle (saline containing 0.18% DMSO), and experiments were carried out 24 h later. Mice with different genotypes were randomly allocated to UNC0642‐ or vehicle‐treated groups. Investigators were blind to all experimental groups.

### 4.2 Immunohistochemistry

Whole brains were immediately removed after mice were transcardially perfused with PBS followed by 4% paraformaldehyde, post‐fixed at 4°C for 24 h, and coronally cut into 40 μm slices. After washing with PBS, slices were incubated in the primary antibodies against EHMT2 (1:100, Abcam, ab185050), H3K9me2 (1:50, CST, D85B4), NeuN (1:500, Millipore, MAB377, or 1:500, Novus Biologicals, NBP1‐77686), or P‐Tau (1:500, Thermo Fisher, MN1020) for 12–16 h at 4°C. After three rinses in PBS, slices were incubated with corresponding secondary antibodies (Alexa Fluor 488, 1:1000, Thermo Fisher, A27034; Alexa Fluor 594, 1:1000, Thermo Fisher, A‐11032) for 1 h at room temperature, followed by three rinses with PBS. Slices were mounted onto slides with anti‐fading mounting media (VECTASHIELD, Vector Laboratories). Images were taken by a confocal microscope (Leica TCS SP8). All specimens were imaged and analyzed with identical parameters.

Analyses of immunostaining signals were performed with Image J (NIH). Each data point in the graph represented the average fluorescent signal intensity in each region of interest (ROI) normalized to WT controls. About 10–26 neurons were assessed in each ROI. About 3–4 ROIs in PFC of each mouse and 2–4 mice per group were evaluated.

### 4.3 Western blotting

PFC punches were collected from brain slices and homogenized in 1% SDS buffer. SDS electrophoresis and transferring were performed to detect target proteins by incubating overnight with the following primary antibodies: Phospho‐Tau (AT8) (1:500, Thermo Fischer, MN1020), Tau (Tau‐5) (:500, Thermo Fischer, AHB0042), or GAPDH (1:2000, Cell Signaling, 5174). After secondary antibodies (horseradish peroxidase‐conjugated) incubation, enhanced chemiluminescent (ECL) reaction was performed using ECL substrate (SuperSignal™ West Femto Maximum Sensitivity Substrate or SuperSignal™ West Pico PLUS Chemiluminescent Substrate, Thermo Scientific). Luminescence was detected by Chemidoc XRS system (Bio‐Rad), and density of blots was quantified by ImageJ software (NIH).

### 4.4 Behavioral testing

Behavioral tests were performed in dimly lit rooms and scored by trained operators blind to experimental conditions. Any‐maze behavior tracking system (Stoelting) was used for tracing animals and generating heat maps illustrating time in different locations of the arena. Mice were habituated to the behavioral testing room in their home cages for at least 30 min. Between trials, animals were returned to the home cages. To mask olfactory cues, all testing apparatuses were cleaned using 75% ethanol. In some experiments, the same mice before and after UNC0642 treatment were monitored in behavioral tests. The timeline of drug treatment and behavioral tests are illustrated in Figure S1.

#### 4.4.1 Barnes maze

A round platform (36‐inch diameter) with eight equally spaced holes at the edge was used. One of the holes had an escape box attached during the training phases. Visual cues were placed on sidewalls to indicate the hole locations. An overhead light brightly illuminated the apparatus as an aversive stimulus to force the animal to run into the escape box. After 5‐min habituation, the animal was allowed to explore the platform till entering the escape box during the two training phases (5‐min interval). After a 15‐min break in the home cage, the animal was positioned on the apparatus (escape box removed) to carry out the test phase (5 min) using distal visual cues. The time spent around the correct hole (T1) and all the other incorrect holes (T2) was recorded. The spatial memory index (T1/T2) was calculated as previously described (Cao et al., 2020; Wang et al., 2018). For repeated measurements, visual cues were changed before training.

#### 4.4.2 Novel object recognition

After habituation on a circular platform (24‐inch diameter) for 5 min, the test animal was allowed to explore two identical objects on the platform for 5 min. After a 5‐min interval, the mouse was returned to explore the platform containing one original familiar object and a novel object for 5 min. The amount of time spent interacting with each object was scored. The discrimination ratio was calculated by (*T*_Nov_ − *T*_Fam_)/(*T*_Nov_ + *T*_Fam_), where *T*_Nov_ and *T*_Fam_ indicate the time spent with the novel and familiar object, respectively. All the familiar and novel objects used in each repeated measurement were unique with no repeat.

### 4.5 Whole‐cell recording in brain slices

#### 4.5.1 Slice preparation

Mouse was decapitated under 1–3% isoflurane (Sigma) anesthesia, and the brain was quickly removed and coronally cut into 300‐µm slices with a vibratome (Leica VP1000S, Leica Microsystems Inc.) in an ice‐cold sucrose solution. The slices were recovered for at least 1 h at 35°C in standard artificial cerebrospinal fluid (ACSF) and maintained at room temperature afterward.

#### 4.5.2 Electrophysiological recordings

The slice was transferred into a recording chamber on an upright microscope (Olympus) and perfused with oxygenated ACSF at room temperature (22°C). Neurons were viewed under a water‐immersion lens (40×) and a CCD camera. A Multiclamp 700 A amplifier with Clampex 8.2 software and Digidata1322A (Molecular Devices) were used for recordings. A pipette puller (Model P‐97, Sutter Instrument Co.) was used to pull recording pipettes from glass capillaries (1.5 mm OD and 0.86 mm ID) with resistance at 3–5 MΩ. Whole‐cell voltage‐clamp recording was used to measure synaptic currents in PFC layer V pyramidal neurons (Tan et al., 2019; Wang et al., 2018). Pipette was filled with the intracellular solution (in mM: 130 Cs‐methanesulfonate, 10 CsCl, 4 NaCl, 1 MgCl_2_, 10 HEPES, 5 EGTA, 2 QX‐314, 12 phosphocreatine, 5 MgATP, 0.2 Na_3_GTP, 0.1 leupeptin, pH 7.3, 270 mOsm). A stimulating electrode (FHC) was placed 100 µm away from the recorded neuron. Excitatory postsynaptic currents (EPSC) were elicited by a series of pulses from an S48 stimulator (Grass Technologies) with different intensities that delivered at 0.05 Hz. To measure NMDAR‐EPSC, CNQX (25 μM) and bicuculline (20 μM) were added, and the neuron was depolarized to +40 mV for 3 s (removing Mg^2+^ block) before stimulation. To record evoked and spontaneous AMPAR‐EPSC, bicuculline (20 μM) and D‐APV (25 μM) were added, and the cell was held at −70 mV. For PPRs, two pulses with different intervals (20–300 ms) were used to evoke synaptic currents.

Current‐clamp recording was performed to record action potential (AP) with intracellular solution (in mM: 100 K‐gluconate, 20 KCl, 10 HEPES, 4 ATP, 0.5 GTP, and 10 phosphocreatine, pH 7.3, 265–270 mOsm). To elevate basal neuronal activity, slices were perfused in a modified ACSF with low MgCl_2_ (0.5 mM; Tan et al., 2021). For spontaneous AP (sAP) recording, a small current was injected to adjust the membrane potential to −60 mV. Evoked AP (eAP) was obtained with incremental steps of current injections (0–120 pA).

### 4.6 RNA sequencing and bioinformatic analysis

RNA extraction from PFC samples of biological duplicates in each group used the RNAeasy Mini kit (Qiagen), combined with the RNase‐free DNase step (Qiagen). The strand‐specific RNA sequencing library was generated from the purified RNA (1 μg) by using TruSeq stranded total RNA and Ribo‐zero kits (Illumina). The sequencing was analyzed by Illumina HiSeq 2500 platform at the Genomics and Bioinformatics Core of University at Buffalo. Reads were trimmed using Cutadapt to remove the 3′ end adapters and trailing sequences, then aligned to mouse RefSeq mRNAs using TopHat2 with default parameters. Reads count for each gene was estimated with featureCounts. Differences in gene expression levels between samples were defined with at least 1.2‐Fold Change (FC) and *p* < 0.05. GO annotation was carried out as we previously described (Cao et al., 2020).

Cytoscape software was applied to visualize the gene interaction relationship network and identify Hub Genes and Key Pathways. We utilized the CytoHubba application in Cytoscape, employing MCC (Maximal Clique Centrality) algorithm to rank top genes. MCODE plugin was used to present dense regions of protein/gene interaction networks. STRING plugin was used for protein–protein interaction (PPI) network analysis.

### 4.7 Quantitative real‐time PCR

Total RNA was extracted from PFC punches with Trizol (Invitrogen), then incubated in DNase I (Invitrogen) to remove any contaminating DNA. The mRNA was converted into cDNA by using an iScript reverse transcription kit (Bio‐Rad). The iCycler iQ™ Real‐Time PCR Detection System and iQ™ Supermix (Bio‐Rad) were used for qPCR. Fold changes in the target genes were determined by the following formula: 2^−Δ(ΔCT)^, where Δ(ΔCT) = ΔCt(P301S) − ΔCt(WT), and ΔCt = Ct(target gene) − Ct(GAPDH). Ct (threshold cycle) is defined as the fractional cycle number at which the fluorescence reaches 10× the standard deviation of the baseline. The total reaction mixture (18 μl) was amplified in a 96‐well thin‐wall PCR plate (Bio‐Rad). PCR cycling parameters: 95°C for 5 min, followed by 40 cycles of 95°C for 30 s, 55°C for 30 s, and 72°C for 60 s. Primers for EHMT1 (Forward ‐ CATAGCAAAAGCAGACACAA; Reverse ‐ ACTTTCCAAGGTTTCCTTTC) and EHMT2 (Forward ‐ GCTCCACCTGTCTACATCAT; Reverse ‐ GCAGATGTTTTCCTCATTGT).

### 4.8 Statistical analyses

Clampfit (Molecular Devices) and Mini Analysis (Synaptosoft) were used for electrophysiological data analyses. GraphPad Prism 8.0 was used for all statistical analyses. Student's *t* test (two‐tailed paired or unpaired) was used for statistical analyses of experiments with two groups. ANOVA (one‐way, two‐way or two‐way repeated measures) with Bonferroni post hoc test was used for statistical analyses of experiments with more than two groups. All data are presented as Mean ± SEM.

## CONFLICT OF INTEREST

The authors report no competing financial or other interests.

## AUTHOR CONTRIBUTIONS

W.W. designed experiments, performed electrophysiological and behavioral experiments, and wrote the draft. Q.C. performed immunohistochemical, biochemical and behavioral experiments, and parts of bioinformatic analysis. T.T. performed parts of electrophysiological analysis. F.Y. and J.W. performed parts of bioinformatic analysis. Z.Y. designed experiments, supervised the project, and wrote the paper.

## Supporting information

Fig S1 Click here for additional data file.

Tables S1‐S4 Click here for additional data file.

## Data Availability

Genomic data have been deposited in the GEO public repository (GSE182170).

# Supplementary material for: Epigenetic treatment of behavioral and physiological deficits in a tauopathy mouse model
**Source:** Aging Cell. 2021 Sep 21;20(10):e13456. doi: 10.1111/acel.13456
**Supplement:** Supplementary file 2 — Tables S1‐S4

**Suppl. Table 1 List of genes down-regulated in P301S Tau transgenic mice and reversed by UNC0642 treatment**

|          |              |              |             |              |             |             |             |            |              |             |                                                      |
|----------|--------------|--------------|-------------|--------------|-------------|-------------|-------------|------------|--------------|-------------|------------------------------------------------------|
| Clba1    | -0.45299646  | -1.368880455 | 0.089179063 | 4.137649203  | 0.009848166 | 0.515965993 | 1.42995128  | 0.44838307 | 4.137649203  | 0.001545684 | Uncharacterized protein C14orf79 homolog             |
| Gbp11    | -1.540780116 | -2.909517888 | 0.165267373 | 0.627345326  | 0.01000006  | 1.330453431 | 2.514817018 | 0.47527376 | 0.627345326  | 0.019541177 | Guanylate binding protein 11                         |
| Snrnp70  | -0.365083663 | -1.287956317 | 0.068844793 | 2.456266222  | 0.010476756 | 0.272467977 | 1.207872334 | 0.50846865 | 2.456266222  | 0.037744773 | U1 small nuclear ribonucleoprotein 70 kDa            |
| Tspan18  | -1.188162242 | -2.278622989 | 0.158278841 | 1.62409376   | 0.010784665 | 1.155369668 | 2.227413903 | 0.41617597 | 1.62409376   | 0.008483691 | Tetraspanin-18                                       |
| Col4a2   | -0.379398008 | -1.300798959 | 0.196744725 | 4.868931543  | 0.011840445 | 0.312001975 | 1.241429191 | 0.46686981 | 4.868931543  | 0.025043839 | Collagen alpha-2(IV) chain                           |
| Hars2    | -0.368171039 | -1.290715502 | 0.001090859 | -0.557384483 | 0.012809212 | 0.293596938 | 1.225692376 | 0.16077944 | -0.557384483 | 0.032243522 | D-tyrosyl-tRNA(Tyr) deacylase 1                      |
| Tnip2    | -0.453719606 | -1.369566773 | 0.027657974 | 1.977016587  | 0.013722041 | 0.393162665 | 1.313269189 | 0.49007949 | 1.977016587  | 0.021745031 | TNFAIP3-interacting protein 2                        |
| Notch3   | -0.620435849 | -1.537339553 | 0.264291735 | 3.553427469  | 0.013830987 | 0.493199625 | 1.407563125 | 0.36115312 | 3.553427469  | 0.036060262 | Neurogenic locus notch homolog protein 3             |
| Haus4    | -1.052431545 | -2.0740225   | 0.218715216 | 2.202883419  | 0.013893695 | 0.945095355 | 1.925316135 | 0.34705564 | 2.202883419  | 0.019160728 | HAUS augmin-like complex subunit 4                   |
| Rnasel   | -0.382545886 | -1.303640327 | 0.255552956 | 4.59911553   | 0.013977651 | 0.287581034 | 1.220591995 | 0.42911058 | 4.59911553   | 0.046916147 | 2-5A-dependent ribonuclease                          |
| Nxf7     | -0.937654558 | -1.915411751 | 0.025597363 | 0.099082165  | 0.01431743  | 1.060027693 | 2.084971543 | 0.22657591 | 0.099082165  | 0.003110242 | Nuclear RNA export factor 7                          |
| Sphk1    | -0.845771762 | -1.797225905 | 0.389146076 | 2.868415423  | 0.01470107  | 0.677353988 | 1.599204003 | 0.38819741 | 2.868415423  | 0.037467514 | Sphingosine kinase 1                                 |
| Wsb1     | -0.330019992 | -1.257030793 | 0.071557861 | 2.947562156  | 0.016125286 | 0.317580023 | 1.246238354 | 0.4519781  | 2.947562156  | 0.012062955 | WD repeat and SOCS box-containing protein 1          |
| Cdh1     | -1.081423053 | -2.116122364 | 0.21128498  | 2.698008437  | 0.017874696 | 1.146809357 | 2.214236552 | 0.36115312 | 2.698008437  | 0.007466604 | Cadherin-1                                           |
| Smpd4    | -0.334095134 | -1.260586514 | 0.385805732 | 3.458850545  | 0.01862326  | 0.300664845 | 1.231711899 | 0.49883939 | 3.458850545  | 0.021709523 | Sphingomyelin phosphodiesterase 4                    |
| Fn1      | -0.558994928 | -1.473242506 | 1.73364E-05 | 4.027148145  | 0.020570349 | 0.539654913 | 1.453624775 | 0.07185239 | 4.027148145  | 0.015701084 | Fibronectin                                          |
| Grin2c   | -0.302106428 | -1.232943277 | 0.226517994 | 3.975979851  | 0.022183998 | 0.304471544 | 1.234966189 | 0.10306694 | 3.975979851  | 0.012713202 | Glutamate receptor ionotropic, NMDA 2C               |
| BC005561 | -0.363994116 | -1.286983999 | 0.388562681 | 5.734031283  | 0.022809435 | 0.436031537 | 1.352877804 | 0.32113985 | 5.734031283  | 0.003173616 | CDNA sequence BC005561                               |
| Abra     | -1.020578709 | -2.028732583 | 0.170192592 | 0.841212576  | 0.023071918 | 1.039618388 | 2.055683826 | 0.49883939 | 0.841212576  | 0.013782688 | Actin-binding Rho-activating protein                 |
| Zscan30  | -0.997026033 | -1.995881453 | 0.336699542 | 0.818429907  | 0.023667566 | 0.906928711 | 1.875049537 | 0.10152109 | 0.818429907  | 0.029889996 | Zinc finger and SCAN domain-containing 30            |
| Perm1    | -1.225520463 | -2.338397939 | 0.266700699 | 0.851007786  | 0.023884249 | 1.047159025 | 2.066456543 | 0.14278256 | 0.851007786  | 0.041895867 | PGC-1 and ERR-induced regulator in muscle protein 1  |
| Adam8    | -0.888580487 | -1.851353623 | 0.176084762 | 0.326083261  | 0.024294649 | 1.165531719 | 2.243158741 | 0.32355988 | 0.326083261  | 0.001477334 | Disintegrin domain-containing protein 8              |
| Ing4     | -0.796731642 | -1.737161208 | 0.040017337 | -0.01852489  | 0.0256939   | 0.715551716 | 1.642111075 | 0.09330368 | -0.01852489  | 0.033329469 | Inhibitor of growth protein 4                        |
| Spag5    | -0.454384744 | -1.370198341 | 0.29916803  | 5.657452007  | 0.027197072 | 0.542290141 | 1.456282393 | 0.36115312 | 5.657452007  | 0.004494881 | Sperm-associated antigen 5                           |
| Cln1     | -0.778699998 | -1.715584275 | 0.218708009 | 2.766620929  | 0.027577495 | 0.83484954  | 1.783671008 | 0.06433358 | 2.766620929  | 0.011413162 | Chloride channel protein 1                           |
| Luc7l3   | -0.289687737 | -1.222375673 | 0.042472093 | 2.371034064  | 0.033015376 | 0.334617817 | 1.261043303 | 0.44937953 | 2.371034064  | 0.007497528 | Luc7-like protein 3                                  |
| Chst14   | -0.922769359 | -1.895750835 | 0.228035575 | -0.155252445 | 0.033331228 | 1.089560891 | 2.128092545 | 0.34751142 | -0.155252445 | 0.007180968 | Carbohydrate sulfotransferase 14                     |
| Kif26a   | -0.476074365 | -1.390953667 | 0.21128498  | 6.415888222  | 0.033546818 | 0.411990056 | 1.33051987  | 0.47699728 | 6.415888222  | 0.047448629 | Kinesin-like protein KIF26A                          |
| Alg6     | -0.365720198 | -1.288524705 | 0.058646543 | 0.711144412  | 0.033847371 | 0.403736304 | 1.322929612 | 0.50342855 | 0.711144412  | 0.0115947   | Dolichyl pyrophosphate alpha-1,3-glucosyltransferase |
| Cspp1    | -0.33773109  | -1.263767517 | 1.17025E-05 | 6.076533014  | 0.034641676 | 0.354551474 | 1.278588014 | 0.14809658 | 6.076533014  | 0.016255316 | Centrosome and spindle pole associated protein 1     |
| Zbtb49   | -0.443556629 | -1.359952846 | 0.264897585 | 4.06401631   | 0.034825665 | 0.530785336 | 1.444715417 | 0.49692015 | 4.06401631   | 0.006485963 | Zinc finger and BTB domain-containing protein 49     |
| Actl10   | -0.785599825 | -1.723808874 | 0.155786751 | 1.08068605   | 0.035841552 | 0.799233727 | 1.740176604 | 0.38948266 | 1.08068605   | 0.022592869 | Actin-like protein 10                                |
| Mab21l1  | -0.884646863 | -1.846312634 | 0.04349203  | -0.429857199 | 0.035893837 | 1.058042842 | 2.082105024 | 0.28549146 | -0.429857199 | 0.007215382 | Putative nucleotidyltransferase MAB21L1              |
| Ccdc73   | -0.417168762 | -1.335304494 | 0.266700699 | 8.985928566  | 0.040038938 | 0.555731095 | 1.469913333 | 0.34982175 | 8.985928566  | 0.00318681  | Coiled-coil domain-containing protein 73             |
| Mamstr   | -0.685681236 | -1.608461312 | 0.14829128  | 0.404438542  | 0.040238561 | 0.833911291 | 1.782511385 | 0.46129314 | 0.404438542  | 0.007450724 | MEF2-activating motif transcriptional regulator      |
| Ppp1r42  | -1.02936692  | -2.041128371 | 0.329926939 | 0.705661651  | 0.045085617 | 1.128870141 | 2.186874062 | 0.29693693 | 0.705661651  | 0.019302774 | Protein phosphatase 1 regulatory subunit 42          |
| Pdss1    | -0.369298993 | -1.291725028 | 0.295911299 | 1.394852111  | 0.04738205  | 0.343512289 | 1.268841874 | 0.22209082 | 1.394852111  | 0.047113477 | Decaprenyl-diphosphate synthase subunit 1            |
| Nsun5    | -0.452762847 | -1.368658812 | 0.355296168 | 1.831424424  | 0.048438669 | 0.44530167  | 1.3615988   | 0.2741252  | 1.831424424  | 0.03701473  | Probable 28S rRNA (cytosine-C(5))-methyltransferase  |
| Setd4    | -0.477132894 | -1.391974608 | 0.435394694 | 3.501310185  | 0.049281012 | 0.527273896 | 1.441203335 | 0.49785551 | 3.501310185  | 0.019456454 | SET domain-containing protein 4                      |

Suppl. Table 2 List of genes up-regulated in P301S Tau transgenic mice and reversed by UNC0642 treatment

**Suppl. Table 3 Classification of genes down-regulated in P301S Tau transgenic mice and reversed by UNC0642 treatment**

| 17                                                      | 14            | 13                                                        | 13                                         | 10                          | 10                                             | 7                        | 19       |
|---------------------------------------------------------|---------------|-----------------------------------------------------------|--------------------------------------------|-----------------------------|------------------------------------------------|--------------------------|----------|
| cytoskeleton/cell adhesion/extracellular matrix protein | kinase/enzyme | cell proliferation /differentiation/ division/development | nucleotide-binding/transcription regulator | receptor/signaling molecule | ion channel /transporter/synaptic transmission | defense/immunity protein | others   |
| Cldn5                                                   | Hhip1         | Frzb                                                      | Zfp386                                     | Leng8                       | Col23a1                                        | Hmcn1                    | Snhg11   |
| Fn1                                                     | Pla2g4e       | Btg2                                                      | Snrnp70                                    | Akap13                      | Slc16a1                                        | Otud7a                   | Spaca6   |
| Ccdc85c                                                 | Malt1         | Evc2                                                      | Rnpc3                                      | Rab40b                      | Trpm4                                          | Tbkbp1                   | BC005561 |
| Col5a1                                                  | Smpd4         | Cspp1                                                     | Luc7l3                                     | Wsb1                        | Bloc1s6                                        | Cd93                     | Wdr90    |
| Postn                                                   | Hars2         | Amn1                                                      | Zbtb49                                     | Grin2c                      | Slc9a2                                         | Rnasel                   | Clba1    |
| Fmod                                                    | Sphk1         | Spag5                                                     | Wtip                                       | Tnip2                       | Clcn1                                          | Gbp11                    | Vstm4    |
| Hspg2                                                   | Alg6          | Notch3                                                    | Ing4                                       | Miip                        | Fxyd5                                          | Il13ra2                  | Ccdc73   |
| Col11a1                                                 | Nsun5         | Haus4                                                     | Abra                                       | Reck                        | Crabp2                                         |                          | Lrrc29   |
| Flnb                                                    | Etnppl        | Bmp4                                                      | Mamstr                                     | Ptgfr                       | Slc12a7                                        |                          | Pdss1    |
| Col4a2                                                  | Setd4         | Adam8                                                     | Nxf7                                       | Gpr171                      | Stx19                                          |                          | Tspan18  |
| Olfml2a                                                 | L3hypdh       | Ppp1r42                                                   | Perm1                                      |                             |                                                |                          | Grrp1    |
| Mmp14                                                   | Chst14        | Mab21l1                                                   | Zscan30                                    |                             |                                                |                          | Fam228a  |
| Kif26a                                                  | Chst9         | Prrx2                                                     | Zfp984                                     |                             |                                                |                          | Fam181a  |
| Col7a1                                                  | C1rl          |                                                           |                                            |                             |                                                |                          |          |
| Cdh1                                                    |               |                                                           |                                            |                             |                                                |                          |          |
| Adgrg3                                                  |               |                                                           |                                            |                             |                                                |                          |          |
| Actl10                                                  |               |                                                           |                                            |                             |                                                |                          |          |

| Suppl. Table 4 Classification of genes up-regulated in P301S Tau transgenic mice and reversed by UNC0642 treatment |               |                                            |                                                 |                                            |                                                |                                                           |             |          |
|--------------------------------------------------------------------------------------------------------------------|---------------|--------------------------------------------|-------------------------------------------------|--------------------------------------------|------------------------------------------------|-----------------------------------------------------------|-------------|----------|
| 40                                                                                                                 | 31            | 23                                         | 20                                              | 16                                         | 11                                             | 8                                                         | 7           | 17       |
| receptor/signaling molecule                                                                                        | kinase/enzyme | nucleotide-binding/transcription regulator | cytoskeleton/cell adhesion/extracellular matrix | apoptosis/oxidative stress/immune response | ion channel /transporter/synaptic transmission | cell proliferation/ differentiation/ division/development | myelination | others   |
| Tspan2                                                                                                             | B3galt5       | Carhsp1                                    | Ermn                                            | Ndr1                                       | Cplx3                                          | Csrp1                                                     | Mal         | Plin4    |
| Penk                                                                                                               | Cpm           | Thrsp                                      | Cldn11                                          | Cryab                                      | Bspry                                          | Krt80                                                     | Mbp         | Per2     |
| Ppp1r1b                                                                                                            | Pde10a        | Eif3j1                                     | Haus2                                           | Pacs2                                      | Plin3                                          | Ncapg2                                                    | Bcas1       | Trf      |
| Arrdc3                                                                                                             | Otd7b         | Sox10                                      | Hapln2                                          | Rassf2                                     | Kcnab1                                         | Mei1                                                      | Mag         | Per1     |
| Rgs9                                                                                                               | Pdk4          | Kdm5c                                      | Mt1                                             | Spred2                                     | Kcnip3                                         | Mki67                                                     | Mog         | Lrrc10b  |
| Drd1                                                                                                               | Fa2h          | Endod1                                     | Strip2                                          | Chga                                       | Kcnj10                                         | Cenpf                                                     | Myrf        | Rhbdl3   |
| Tmcc3                                                                                                              | Alad          | Ciart                                      | Tppp3                                           | Dnajb9                                     | Abcc9                                          | Kntc1                                                     |             | Plekhg1  |
| Tac1                                                                                                               | Fmo2          | Peg10                                      | Nde1                                            | Selplg                                     | Slc25a33                                       |                                                           |             | Zcchc24  |
| Wisp1                                                                                                              | Pde8a         | Dach1                                      | Synpo                                           | Il6ra                                      | Slc7a1                                         |                                                           |             | Lingo3   |
| Sst                                                                                                                | Aldh1a1       | Hnrnpa3                                    | Wipf3                                           | Ppp1r13b                                   | Slc5a7                                         |                                                           |             | Lgi2     |
| Adora2a                                                                                                            | Map3k13       | Bcl11b                                     | Adgra1                                          | C1qa                                       |                                                |                                                           |             | Hhatl    |
| Lypd1                                                                                                              | Car14         | Selenow                                    | Olfml3                                          | Ly86                                       |                                                |                                                           |             | Pkp4     |
| Cabp7                                                                                                              | Gstm1         | Top2a                                      | Cthrc1                                          | Havcr2                                     |                                                |                                                           |             | Rsad1    |
| Tgfbr1                                                                                                             | Cat           | Rpl15                                      | Ina                                             | Il1rl2                                     |                                                |                                                           |             | Pcyox1l  |
| Cd9                                                                                                                | Itpk1         | Taf13                                      | Vcan                                            | Il3ra                                      |                                                |                                                           |             | Hdhd3    |
| Vsnl1                                                                                                              | Dusp19        | Zfp462                                     | Cntn2                                           |                                            |                                                |                                                           |             | Serpina9 |
| Tmem125                                                                                                            | Tmx2          | Tsc22d4                                    | Stmn4                                           |                                            |                                                |                                                           |             |          |
| Mt2                                                                                                                | Mylk          | Foxo6                                      | Tmsb10                                          |                                            |                                                |                                                           |             |          |
| Drd2                                                                                                               | Gpx3          | Hist1h2bm                                  | Ckap2                                           |                                            |                                                |                                                           |             |          |
| Gpr83                                                                                                              | Gstm7         | Gins2                                      |                                                 |                                            |                                                |                                                           |             |          |
| Nr1d2                                                                                                              | Pip5k1b       | Uhrf1                                      |                                                 |                                            |                                                |                                                           |             |          |
| Gng7                                                                                                               | Gnpda1        | Irf4                                       |                                                 |                                            |                                                |                                                           |             |          |
| Tmem119                                                                                                            | Pappa2        |                                            |                                                 |                                            |                                                |                                                           |             |          |
| Cln8                                                                                                               | Srm           |                                            |                                                 |                                            |                                                |                                                           |             |          |
| Npy                                                                                                                | Acaa1b        |                                            |                                                 |                                            |                                                |                                                           |             |          |
| Tns3                                                                                                               | Arsj          |                                            |                                                 |                                            |                                                |                                                           |             |          |
| Ksr1                                                                                                               | Plpp2         |                                            |                                                 |                                            |                                                |                                                           |             |          |
| Pde1b                                                                                                              | Klk8          |                                            |                                                 |                                            |                                                |                                                           |             |          |
| Gng3                                                                                                               | Lpin3         |                                            |                                                 |                                            |                                                |                                                           |             |          |
| Rem2                                                                                                               | Ido1          |                                            |                                                 |                                            |                                                |                                                           |             |          |
| Tenm2                                                                                                              |               |                                            |                                                 |                                            |                                                |                                                           |             |          |
| Rassf5                                                                                                             |               |                                            |                                                 |                                            |                                                |                                                           |             |          |
| Esrrg                                                                                                              |               |                                            |                                                 |                                            |                                                |                                                           |             |          |
| Pnoc                                                                                                               |               |                                            |                                                 |                                            |                                                |                                                           |             |          |
| Trabd2b                                                                                                            |               |                                            |                                                 |                                            |                                                |                                                           |             |          |
| Sema4d                                                                                                             |               |                                            |                                                 |                                            |                                                |                                                           |             |          |
| Ky                                                                                                                 |               |                                            |                                                 |                                            |                                                |                                                           |             |          |
| Glp1r                                                                                                              |               |                                            |                                                 |                                            |                                                |                                                           |             |          |
| Dlk1                                                                                                               |               |                                            |                                                 |                                            |                                                |                                                           |             |          |

How the deposited data were processed for this re-analysis (not part of the article)

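RNA sequencing of PFC tissue was analysed in 6 libraries, 2 biological replicates each of WT mice given vehicle, P301S Tau mice given vehicle and P301S Tau mice given UNC0642. The authors trimmed the reads with Cutadapt and aligned them with TopHat2, as they state to RefSeq mRNAs. They made the counts per gene with featureCounts and deposited them without normalization. The genome build was not stated, nor was the gene annotation used for counting. Coordinates and gene types were taken from GENCODE M21 for GRCm38 by gene symbol, and 53739 symbols belonged to a single gene there. In the libraries labelled WT replicate 2 and Tau replicate 2, 26 gene names had been turned into dates, and these genes were joined by their position after all other names had been checked to be in the same order.

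The counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by filterByExpr with its minimum count of 10 and minimum total of 15, which left 20409 genes. Library sizes were scaled by TMM, with factors from 0.966 to 1.04. A quasi-likelihood model with a mean per group was fitted to all 6 libraries, and Tau was compared with WT, UNC0642-treated with untreated Tau, and UNC0642-treated Tau with WT. A gene was called at a p-value under 0.05 and a fold change of at least 1.2, and reversed when it was called in opposite directions in the first 2 comparisons. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Standard errors come from the coefficients of the model, and SDs from the 2 libraries of a group. A floor of 3 counts is 0.107 to 0.178 CPM in these libraries. Adjusted p-values of marker sets come from limma's camera test with an inter-gene correlation of 0.01, over 32 tests. Markers that vary together more than this make the p-values too small.

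Distances between libraries were computed on log2 CPM with a prior count of 2. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, figures with matplotlib 3.10.9, and pseudogene transcripts were aligned to Rpl3 with blastn 2.17.0. The counting of called and reversed genes was tested on simulated data with 19877 genes, of which 200 changed by 3-fold. Counts were drawn independently for each gene and library, so differences that many genes of a library share were not simulated. Of the changed genes, 99.5% were called, 99.5% were called reversed and 93% had an adjusted p-value under 0.05. Of the unchanged genes, 864 were called, 146 were called reversed and 4 had an adjusted p-value under 0.05.

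Single genes are named by a rule set before the data were examined: the genes drawn in Fig. 7d and Fig. 7h, Ehmt1, Ehmt2, Mapt, Prnp and Rbfox3, the first 5 genes of Tables S1 and S2, the 5 genes with the smallest p-value in each direction of the first 2 comparisons, and the listed marker genes. The marker genes include Xist and 4 Y-linked genes. Gm5879 was chosen after its values were seen. Alternatives set before the data were examined were DESeq2 size factors (DESeq2 1.42.0) or library size in place of TMM, no filter or at least 10 counts in every library, the DESeq2 Wald test, limma-voom and edgeR's likelihood ratio test, fits of the 2 compared groups alone, a replicate block, thresholds with a fold change of 1.5, with none or with adjusted p-values, other distances, and fits without each library. Each result had its own set of these: the other tests and thresholds were set for the counts of genes, and the fits without each library for log2 fold changes, medians and distances. A term for sex-linked expression, offsets for GC content and restriction to protein-coding genes were added after the data were seen. Replicate numbers come from the labels of the libraries, and same-numbered libraries come from different mice. GO terms and the protein interaction network were not analysed here.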

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

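The tests of Prnp and of WT replicate 1 below were chosen only after the result was seen, and of the Rpl3 pseudogenes, Gm5879 was chosen after its expression was seen.

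Xist and the Y-linked genes are not discussed by the paper and showed a signal that separated the libraries. Xist had 8107 counts in WT replicate 2, and Ddx3y had 2411 counts in WT replicate 1. Both Tau libraries carried the female pattern and both UNC0642 libraries the male pattern, so sex and treatment coincide in the comparison of UNC0642-treated with untreated Tau mice. If sex differences drove the calls there, autosomal genes called after UNC0642 would differ in the same direction between the male and the female WT library. Of 1503 autosomal called genes, 48.8% did, against 50.8% of all autosomal genes tested. Among X-linked and Y-linked genes, 45 of 680 were called. A single pair of WT libraries is a weak control, and effects of sex that are specific to Tau mice cannot be told apart from effects of UNC0642 in this design.

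Prnp, whose promoter drives the transgene in a widely used P301S line, was higher in the library labelled WT replicate 1 than in WT replicate 2 by 0.92 (log2), or 1.89-fold, which placed it within the range of the 4 transgenic libraries. For Mapt the difference was 0.36. A mislabelled sample was weighed first. The Prnp difference stood at percentile 98.2 among 57 genes of similar expression and the Mapt difference at percentile 98.5 among 263, which leaves this open and points the same way for both genes. A sex difference would appear between the UNC0642 and Tau libraries too, and there Prnp changed by only 0.10. Normalization was not the cause, since with library size alone the difference was 0.95. A Tau library was predicted to lie nearer to the Tau libraries than WT replicate 2 does. WT replicate 1 lay farther away by 0.0399 in root mean square log2 CPM. WT replicate 1 is male and the other 3 of these libraries are female, so sex-linked genes add to this distance whatever the genotype. Over 19549 autosomal genes it lay farther away by 0.0257. The UNC0642 libraries, which carry the transgene, were on average 0.564 from the Tau libraries over these genes, and WT replicate 2 was 0.564. Libraries with the transgene were thus not nearer, so this distance cannot decide the genotype of WT replicate 1. Over these genes, WT replicate 1 was 0.584 and 0.559 from UNC0642 replicates 1 and 2, which are also male. The female WT replicate 2 was 0.531 and 0.516 from them. An effect of sex would place WT replicate 1 nearer to them, so these values argue against sex as the source of its autosomal distance. The Prnp pattern cannot be told apart from a mislabelled sample. No biological explanation was tested.

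The comparison of UNC0642-treated Tau mice with WT mice is not reported by the paper. In it, 44 genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), 38 higher and 6 lower. Of these 44, 42 changed with the same sign in untreated Tau mice relative to WT, and 38 of the 42 were called there. Both comparisons use the same WT libraries, which favours the same sign, so no conclusion is drawn from this overlap. Immediate early genes had a median log2 fold change of 0.61 in UNC0642-treated Tau relative to WT mice. Of these, 11 of 14 were higher in both UNC0642 libraries than in both WT libraries. Their rise from untreated to treated Tau mice had an adjusted p-value of 5.17e-11 in limma's camera test on edgeR's fit with Benjamini-Hochberg adjustment, from 5.63e-12 to 2.58e-08 over the 5 alternatives run for marker genes (DESeq2 size factors, library size only, no filter, at least 10 counts in every library and a replicate block), and of 0.576 with a term for sex-linked expression. Handling of the mice before tissue collection was not tested, and sex and UNC0642 cannot be told apart as sources of this rise.

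Rpl3-ps2, a pseudogene outside those the paper discusses, had a log2 fold change of 4.26 in Tau relative to WT mice. Rpl3 and a further pseudogene, Gm5879, changed with it, by 1.86 and 3.63, and all 3 fell after UNC0642. Reads shared between these genes are a candidate explanation for their common change, since the less similar of the 2 pseudogenes was 98.8% identical to Rpl3 over the aligned bases. Which of the genes gave rise to the reads was not tested, and the change is not called biological.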

How the results depend on the processing

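The alternatives below were set before the data were examined, except the term for sex-linked expression, the GC offsets and the restrictions to protein-coding genes, which were chosen after the data were seen. Where a result changed, the cause was not tested.

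Without a filter beyond 1 count, 1890 genes were down-regulated in Tau mice and 1173 up-regulated after UNC0642, 616 down-regulated and 283 up-regulated genes were reversed, and 656, 483 and 733 genes had an adjusted p-value under 0.05 in Tau against WT, UNC0642 against Tau and UNC0642 against WT. With the DESeq2 Wald test, 744 genes were down-regulated in Tau mice, 494 up-regulated after UNC0642 and 200 reversed from down, 35 genes of Table S1 were reversed, and 128, 67 and 231 genes had adjusted p-values under 0.05. With edgeR's likelihood ratio test these 3 numbers were 246, 107 and 275. With library size only, 415 genes were up-regulated in Tau mice, 103 of them reversed, and 20 had an adjusted p-value under 0.05 in Tau against WT. With only the 2 groups compared in each fit, 5 and 25 genes had adjusted p-values under 0.05 in the first 2 comparisons.

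At a fold change of 1.5, 212 genes were up-regulated in Tau mice, 312 down-regulated after UNC0642, 55 reversed from up and 784 called between UNC0642-treated Tau and WT mice. Without a fold-change limit, 1234 genes were up-regulated in Tau mice. With adjusted p-values and a fold change of 1.2, 7 genes were down and 25 up in Tau mice, 2 up and 2 down after UNC0642, 0 reversed from down (361 at an unadjusted p-value under 0.05), 2 reversed from up and 44 called between UNC0642-treated Tau and WT mice.

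The term for sex-linked expression is set by the difference between the 2 WT libraries alone, since sex does not vary within the Tau and UNC0642 groups. It is thus a weak correction. With this term, 300 up-regulated genes were reversed, 10 and 38 genes had adjusted p-values under 0.05 in the first 2 comparisons, and 210 of the 536 reversed genes were shared. Refitted on protein-coding genes only, 701 genes were down and 494 up in Tau mice, 335 up after UNC0642, 99 and 113 reversed, and 11 had an adjusted p-value under 0.05 in Tau against WT. Counted among protein-coding genes in the fit of all genes, 596 were down in Tau mice, 287 up after UNC0642 and 87 reversed from down.

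Same-numbered libraries come from different mice, and their deviations were not correlated, at -0.034, -0.0033 and -0.021. With a replicate block, 1100 genes were down and 692 up in Tau mice, 312 and 148 were reversed, and 17, 4 and 23 genes had adjusted p-values under 0.05 in the 3 comparisons.

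The median of the Table S1 genes in Tau relative to WT mice was -0.91 with library size only and -0.73 with at least 10 counts in every library, and the inflammation/stress module was at 0.48 with the latter filter. The distance of UNC0642-treated libraries to Tau minus that to WT over all genes was 0.0045 without a filter, -0.0050 with at least 10 counts, 0.00039 as 1 minus the Spearman correlation, 0.128 over the 500 most variable genes and 0.0452 with a prior count of 0.5. Over the listed genes it was 0.370 with at least 10 counts. Across the 6 fits that each left out a library, the median of Table S1 ran from -0.85 to -0.67 in Tau mice and from 0.53 to 0.63 after UNC0642. The module medians after UNC0642 ran from 0.50 to 0.67 for cytoskeleton/ECM, 0.58 to 1.06 for TGFβ/BMP, 0.51 to 0.69 for ion channels and -1.34 to 0.011 for myelination, and those in Tau mice from -0.90 to -0.57 for ion channels and 0.46 to 0.72 for inflammation/stress. The distance differences ran from 0.0086 to 0.0388 over all genes and from 0.309 to 0.537 over the listed genes.

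With library size only, Rbfox3 in Tau relative to WT mice changed from 0.05 to -0.02 and Mapt after UNC0642 from -0.02 to 0.010. Of 954 values of named genes under the alternatives that left out no single library, 905 were unchanged in direction and side of the threshold, 22 weaker, 25 stronger and these 2 reversed. In the fits without each library, 19 of 162 comparisons of named genes changed sign, 1 of them among the 120 with a p-value under 0.05. For the 18 medians of lists and modules, 4 alternatives were run besides the fits without a library (DESeq2 size factors, library size only, no filter and at least 10 counts in every library), and all 72 values kept their sign.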

Differences from the paper's values

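The paper gives 448 genes down-regulated in P301S Tau mice, and 1244 were called here. The paper gives 98 of these reversed by UNC0642, and 361 were reversed here. None of the alternatives set for these counts before the data were examined closed either gap (fits without each library were not among them). Counting calls among protein-coding genes, chosen after seeing the values, gave 596 and 87, both within 1.5 times the paper's values, and refitting protein-coding genes only, also chosen after seeing the values, gave 701 and 99, of which the second is within it.

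For Hhipl1 after UNC0642, the paper's log2 fold change is 0.81 and the value here was 0.67. It was 0.70 with library size only, 0.73 without Tau replicate 1 and 0.69 without UNC0642 replicate 2, each within its standard error of the paper's value, and the other alternatives set for single genes before the data were examined did not close the gap (the other tests were not among them). For C1qa the paper's value is -0.35 and the value here was -0.20, and for Kcnj10 the paper's value is -0.55 and the value here was -0.42. For Snhg11 the paper's value is 0.49 and the value here was 0.34. Of the alternatives set for single genes before the data were examined, fits without a library closed these 3 gaps and the others run did not: C1qa was at -0.26 without Tau replicate 2 and -0.31 without UNC0642 replicate 1, Kcnj10 at -0.50 without Tau replicate 1, and Snhg11 at 0.46 without Tau replicate 2.

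Over all 268 tested genes of Tables S1 and S2, the log2 fold change in Tau relative to WT mice differed from the paper's by more than its standard error for 0 genes, and that after UNC0642 for 15. For 11 of the 15, named because they differ, no alternatives were run. Their values here and in the paper were 0.16 and 0.30 for Smpd4, -1.95 and -1.41 for Acaa1b, -1.18 and -0.89 for Bspry, -0.58 and -0.38 for Alad, and -2.08 and -1.50 for Uhrf1. They were -0.88 and -0.65 for Ciart, -1.44 and -1.11 for Gpx3, -1.55 and -2.01 for Top2a, -0.46 and -0.35 for Tenm2, -1.55 and -1.14 for Slc5a7, and -0.71 and -0.45 for Hdhd3.

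The paper lists 98 and 173 genes as reversed, and both calls were met here by 57 of 97 and 124 of 171 tested genes. Without a filter these numbers were 72 and 155. Among the genes drawn in Fig. 7h, Mog, Mbp, Il3ra and Il33 were not called in Tau relative to WT mice.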

Other observations

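Of the tests below, those of one Tau library apart from the other, of the correction for GC content, of intronic RNA and of sex as a source of the lower calls were chosen only after the result was seen.

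In Tau relative to WT mice, more genes were called lower than higher, 1244 against 759 (62.1% lower). This excess depended on the processing: it was 1742 against 415 with library size only, 1139 against 963 with GC offsets and 935 against 945 with a term for sex-linked expression. The last term is set by the 2 WT libraries alone. Of the lower genes, 648 were not annotated as protein-coding. Genes annotated as sense intronic or as awaiting experimental evidence, 1577 in number, had a median log2 fold change of -0.57 in Tau mice and 0.48 after UNC0642, which fits less intronic or unspliced RNA in the Tau libraries. Their medians stayed between -0.66 and -0.49 and between 0.38 and 0.65 over all settings tried. Counts summed over 1435 olfactory and vomeronasal receptor genes were 1.43 times higher in WT than in Tau libraries in CPM, which fits more genomic DNA in the WT libraries, although the paper states a DNase step. The values were 57.8 and 54.7 in WT, 32.9 and 45.8 in Tau, and 50.2 and 40.4 in UNC0642-treated Tau mice. The last 2 groups overlap, and whether genomic DNA contributes to the rise of the intronic genes after UNC0642 was left open. Protein-coding genes matched on mean expression changed by -0.11, so low expression alone cannot be ruled out as a part. Of 1198 autosomal genes called lower in Tau mice, 53.2% were lower in the female than in the male WT library, against 51.2% of all autosomal genes, so sex cannot be ruled out as a part either.

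Across genes, the changes in Tau relative to WT mice had a Spearman rho of 0.0556 with GC content and of 0.054 with transcript length, and those after UNC0642 had -0.215 and -0.0998. Within single libraries the rho of the deviation from the mean with GC content ran from -0.23 to 0.24, and the lower share of the calls was 54.2% with GC offsets, so a part of the excess depends on GC content. Since GC content had a rho as small in Tau relative to WT mice, the rho does not exclude a part of transcript length, for which no correction was run. The share of the 10 most counted genes differed by 0.0091 percentage points between WT and Tau, against up to 0.686 within a group, which went against a few genes taking most of the counts. After correction of each library for GC content, 539 genes were reversed, 457 of them shared with the 536. Intronic RNA and genomic DNA remain as explanations. Parts of GC content, transcript length, low expression and sex cannot be excluded, and the pattern is not called biological.

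Of the 45 splits of the 6 libraries into an end pair, a middle pair and another end pair, 4 gave as many reversed genes as the labelled groups or more, the labelled split with 536 included. The median was 167. The highest value, 607, came from the same 3 groups with WT in the middle, which is not another grouping of the libraries. The 2 others, with 562 and 558, had WT in the middle and mixed Tau and UNC0642 libraries at the ends. Of the 18 splits that part replicates 1 and 2, 3 gave as many, with a median of 269, and they were the labelled split, the one with WT in the middle and 1 that mixed the groups.

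Striatal projection neuron markers outside Tables S1 and S2 were higher in Tau mice and lower after UNC0642 (adjusted p = 5.82e-07 for the latter, or 5.46e-08 before Benjamini-Hochberg adjustment, in limma's camera test on edgeR's fit), as a differing share of striatal tissue in the samples would give. Tau replicate 2 stood above Tau replicate 1 by 0.847 (log2), more than the Tau and WT means differed (0.473). Mean log2 CPM was 2.99 and 3.83 in Tau replicates 1 and 2, and 2.67 and 2.69 in UNC0642 replicates 1 and 2. Oligodendrocyte markers gave adjusted p = 0.00128 after UNC0642 in limma's camera test on edgeR's fit (0.00036 before adjustment). Their gap between the 2 Tau libraries was 1.14, against 0.295 between the Tau and WT means. Meningeal markers gave adjusted p = 0.156 after UNC0642 in limma's camera test on edgeR's fit (0.0878 before adjustment). Their gap between the 2 Tau libraries was 0.538, against 0.467 between the Tau and WT means. A differing share of striatum and white matter between samples and a single Tau library apart from the other remain as explanations, and for the meninges the first was left open.

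Per1, Per2 and Ciart rose in Tau mice and fell after UNC0642. If the time of day at collection differed, Arntl, Npas2 and Clock would change the opposite way, and 4 of their 6 changes did. All 3 genes did so after UNC0642, but only 1 did in Tau relative to WT mice, so this explanation was left open.

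Genes called in Tau relative to WT mice were spread unevenly over 255 windows of 10 Mb (permutation p = 0.0001), and so were those called after UNC0642 (permutation p = 0.0001), where both groups carry the transgene. A strain haplotype linked to the transgene cannot be told apart from uneven expression along chromosomes by this test.

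Ehmt1 and Ehmt2, the targets of UNC0642, changed by -0.03 and -0.10 (log2) in Tau relative to WT mice, with adjusted p-values of 0.936 and 0.715 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each library left out, the changes ran from -0.08 to 0.02 for Ehmt1 and from -0.25 to 0.04 for Ehmt2, so neither kept its direction. The paper reports higher Ehmt2 mRNA in Tau mice by quantitative PCR, with Ehmt1 largely unchanged, and stronger EHMT2 staining in PFC neurons. A rise of Ehmt2 was not seen in the 2 libraries per group here, which are fewer mice than in the quantitative PCR.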
